# Genome-wide miRNA response to anacardic acid in breast cancer cells

**DOI:** 10.1371/journal.pone.0184471

**Published:** 2017-09-08

**Authors:** David J. Schultz, Penn Muluhngwi, Negin Alizadeh-Rad, Madelyn A. Green, Eric C. Rouchka, Sabine J. Waigel, Carolyn M. Klinge

## Abstract

MicroRNAs are biomarkers and potential therapeutic targets for breast cancer. Anacardic acid (AnAc) is a dietary phenolic lipid that inhibits both MCF-7 estrogen receptor α (ERα) positive and MDA-MB-231 triple negative breast cancer (TNBC) cell proliferation with IC_50_s of 13.5 and 35 μM, respectively. To identify potential mediators of AnAc action in breast cancer, we profiled the genome-wide microRNA transcriptome (microRNAome) in these two cell lines altered by the AnAc 24:1n5 congener. Whole genome expression profiling (RNA-seq) and subsequent network analysis in MetaCore Gene Ontology (GO) algorithm was used to characterize the biological pathways altered by AnAc. In MCF-7 cells, 69 AnAc-responsive miRNAs were identified, *e*.*g*., increased let-7a and reduced miR-584. Fewer, *i*.*e*., 37 AnAc-responsive miRNAs were identified in MDA-MB-231 cells, *e*.*g*., decreased miR-23b and increased miR-1257. Only two miRNAs were increased by AnAc in both cell lines: miR-612 and miR-20b; however, opposite miRNA arm preference was noted: miR-20b-3p and miR-20b-5p were upregulated in MCF-7 and MDA-MB-231, respectively. miR-20b-5p target *EFNB2* transcript levels were reduced by AnAc in MDA-MB-231 cells. AnAc reduced miR-378g that targets *VIM* (vimentin) and *VIM* mRNA transcript expression was increased in AnAc-treated MCF-7 cells, suggesting a reciprocal relationship. The top three enriched GO terms for AnAc-treated MCF-7 cells were B cell receptor signaling pathway and ribosomal large subunit biogenesis and S-adenosylmethionine metabolic process for AnAc-treated MDA-MB-231 cells. The pathways modulated by these AnAc-regulated miRNAs suggest that key nodal molecules, *e*.*g*., Cyclin D1, MYC, c-FOS, PPARγ, and SIN3, are targets of AnAc activity.

## Introduction

microRNAs (miRNAs) are ~ 22 nt noncoding RNAs that basepair with complementary sequences in the 3’UTR of their target mRNAs within the RNA-induced silencing complex (RISC) resulting in translational repression and, in many cases, degradation of the target transcript [1]. The selection of the miR-5p or miR-3p arm for inclusion into the RISC complex for 3’-UTR mRNA target selection is determined by the AGO protein [2]. Each miRNA can have hundreds of gene targets resulting in coordinate regulation of cellular pathways [3]. Dysregulated miRNAs in breast cancer contribute to aberrant regulation of cell cycle, differentiation, metabolism, and cancer stem cell (CSC) survival (reviewed in [1, 4–10]).

Anacardic acid (AnAc) is a collective term for the mixture of 6-alkylbenzoic acid congeners that are produced in a number of plants [11]. AnAc has a variety of activities including inhibition of histone acetyltransferase (HAT) activity (reviewed in [12]). Previously, we reported that a specific congener AnAc 24:1n5 acts as a nuclear receptor alternate site modulator (NRAM) to inhibit breast cancer cells in an estrogen receptor (ER)-dependent manner by interfering with ER-DNA binding [13]. In addition, AnAc 24:1n5 also inhibited the growth of MDA-MB-231 triple negative breast cancer (TNBC, *i*.*e*., ERα negative, progesterone receptor negative, and ERBB2 negative) cells, albeit at a higher IC_50_ and through an undefined mechanism [13]. Thus, we hypothesize that additional molecular targets, including miRNAs, are affected by AnAc in breast cancer cells. High Throughput Sequencing (HTS) provides a comprehensive overview of biological processes and pathways affected by AnAc; thus, offering novel insights into potential mechanisms of action and cellular targets.

The goal of this study was to use RNA-Seq to comprehensively identify alterations in miRNAs in ERα-positive, luminal A MCF-7 and MDA-MB-231 TNBC breast cancer cell lines treated with AnAc 24:1n5. Our results identified common and divergent mRNA transcripts down- or up-regulated by AnAc. The pathways modulated by these miRNAs suggest that key nodal molecules, *e*.*g*., Cyclin D1, SMAD, SP1, MYC, c-FOS, PPARγ, BCL2, FOXO3A, MDA2, and SIN3, are targets of AnAc activity.

## Materials and methods

### Materials

AnAc 24:1n5 was purified to greater than 95% as previously reported [13, 14]. For our experiments, AnAc 24:1n5 (AnAc) was dissolved in ethanol (EtOH); thus, EtOH was used as a vehicle control.

### Cell culture and treatments

MCF-7 and MDA-MB-231 cells were purchased from American Type Tissue Collection (ATCC, Manassas, VA). Cells were used at less than 9 passages from ATCC. MCF-7 and MDA-MB-231 cells were maintained in IMEM (Cellgro, Manassas, VA) containing 5% fetal bovine serum (FBS, Atlanta Biologicals, Lawrenceville, GA) and 1% Penicillin/Streptomycin (Cellgro). Cells were grown in phenol red-free IMEM (ThermoFisher) medium containing 5% dextran coated charcoal (DCC)-stripped FBS (hormone-depleted medium) for 48 h prior to treatment with established IC_50_ concentrations of AnAc 24:1n5: 13.5 μM for MCF-7 and 35.0 μM for MDA-MB-231 cells [13] for 6 h and was replicated in three separate experiments.

### RNA isolation and RNA seq

RNA was isolated from MCF-7 and MDA-MB-231 breast cancer cells using the Exiqon miRCURY^™^ RNA Isolation kit (Woburn, MA, USA). RNA concentration was assessed using a NanoDrop spectrophotometer.

### For miRNA RNA-seq

The Truseq Small RNA kit (Illumina) was used to prepare miRNA libraries from 1 μg total RNA. Each Library was individually gel purified on a Novex TBE 6% gel and resuspended in 10uL 10mM Tris-Cl, pH 8.5. Libraries were validated and quantitated by running 1μL on the Agilent Technologies 2100 Bioanalyzer DNA High Sensitivity Chip. 36-cycle single sequencing reads were generated on the Illumina NextSeq500 instrument utilizing the 500 Mid-output v2 (75 cycle) sequencing kit. The resulting samples were divided into 48 FASTQ [15] single-end raw sequencing files representing four conditions: MCF-7 control, MCF-7 treated with AnAc 24:1n5 (MCF-7 AnAc), MDA-MB-231 control, and MDA-MB-231 treated with AnAc 24:1n5 (MDA MB-231 AnAc). These raw data of our RNA-seq are available at Gene Expression Omnibus (GEO) database: accession number GSE78011.

### Differential miRNA expression analysis

A total of three biological replicates for each treatment were analyzed, with four flow cell lanes per replicate. Raw sequence data files were downloaded from Illumina’s BaseSpace (https://basespace.illumina.com/) onto the KBRIN server for analysis the miRDeep2 [16] and edgeR [17]. Each of the four single-end raw. FASTQ files for each replicate (representing the four flow cells) was concatenated into one single-end. FASTQ file using the unix cat command.

Quality control (QC) of the raw sequence data was performed using FastQC (version 0.10.1) [18]. The FastQC results indicated sequence trimming was not necessary since the minimum quality value for all samples was well above Q30 (1 in 1000 error rate) (data not shown).

Given that this is a miR sequencing project, preliminary adapter trimming was performed on each of the samples using a custom file adaptersToTrim.fa which contains a subset of the Illumina TruSeq Small RNA adapter and primer sequences taken from https://support.illumina.com/content/dam/illumina-support/documents/documentation/chemistry_documentation/experiment-design/illumina-adapter-sequences_1000000002694-00.pdf

Sequences were trimmed of the adapters with Trimmomatric v0.33 [19].

The trimmed sequences were directly aligned to the human hg19 reference genome assembly using the mapper.pl wrapper of the miRDeep2 package (v 0.0.7) [16]. This script used bowtie (version 1.1.1) [20], generating alignment files in arf format. The aligned sequences were then used as inputs into the miRDeep2 package and the script quantifier.pl. In addition, this script used the mirBase release 21 [21] mature miRNA and miRNA hairpin sequences downloaded from ftp://mirbase.org/pub/mirbase/CURRENT/. The result was a file containing the number of reads mapping to each of the 2,822 human (hsa) miRs for the specific sample. After quantification, the resulting counts for each miR in each sample were combined into a reads matrix. This was accomplished using a custom perl script, createReadMatrix.pl. Differentially expressed miRs were determined using edgeR [17] and a customized R script, Schultz-Klinge.miRNA.R. Using a p-value cutoff of 0.05, the number of differentially expressed miRs in each comparison is shown in Table 1.

**Table 1:** Differentially expressed miRNAs (DEmiRs). The log2-fold change with zero value in the control conditions was arbitrarily set to one and the maximum log2-fold change value and those with zero value in the treatment conditions were arbitrarily set to the minimum log2-fold change value of minus one. The number of differentially expressed genes in each comparison is shown and the number of upregulated genes indicated with the upward arrow and downregulated genes indicated by downward arrow.

Comparison	Cutoff	Number of DEmiRs
MCF-7 AnAc *vs*. control	P ≤ 0.05	69 (**↑48**, **↓21**)
MDA-MB-231 AnAc *vs*. control	P ≤ 0.05	37 (**↑15**, **↓22**)
All Cells AnAc *vs*. All Cells control^z^	P ≤ 0.05	25 (**↑13**, **↓12**)
All MCF-7 *vs*. All MDA-MB-231 control^y^	P ≤ 0.05	795 (**↑510**, **↓285**)

^Z^ All Cells is the sum of both cell lines

^Y^ Sum of AnAc treatment and control for each cell line

### *In silico* network analysis

We performed pathway and network analysis of differentially expressed genes in MetaCore^™^ version 6.27 (GeneGO, Thomson Reuters, New York, N.Y.). MetaCore^™^ is a web-based software suite for multiple applications in systems biology including RNA-seq analysis as used here. MetaCore^™^ analyses are based on MetaBase (http://metadatabase.org/), a 100% manually-curated integrated database of mammalian biology that contains over 6 million experimental findings on protein-protein, protein-DNA, protein-RNA, and protein-compound interactions; metabolic and signaling pathways; and other information [22].

Generation of heatmaps: Files of miRNAs significantly altered by AnAc treatment in each cell line were imported into Partek software Version 6.6 (Partek Inc., St Louis, MO.) and Partek Genomic Suite^™^ was used to generate heatmaps (Fig 1, S1 and S2 Figs). Each hierarchical clustering was created using Euclidean distance as similarity measure for genes and samples. We noted that one of the three MCF-7 AnAc samples appeared to behave as a hybrid between the other two AnAc treated and three control (EtOH)-treated samples (S2 Fig).

**Fig 1:**
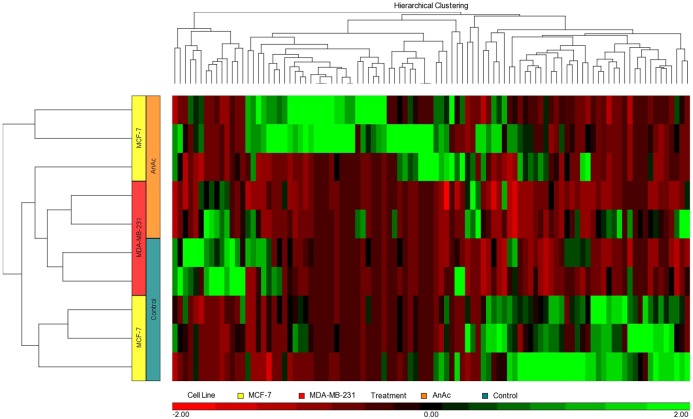
Heat map of miRNAs significantly altered in AnAc-treated MCF-7 and MDA-MB-231 cells. miRNAs significantly affected by AnAc were analyzed using Partek Genomic Suite^™^ to generate the heat map.

### RNA isolation, RT-PCR and quantitative real-time PCR (qPCR) of miRNAs and mRNAs

Cell growth, treatment and RNA isolation and quantification/quality assessment were performed as described above. For miRNA, RNA was converted to cDNA using the Taqman^®^ miRNA Reverse Transcription kit (PE Applied Biosystems). For mRNA, RNA was converted to cDNA using the High Capacity cDNA Reverse Transcription kit (PE Applied Biosystems). Primers for hsa-miR-268g, hsa-miR-612, hsa-miR-20b-5p, and hsa-miR-20b-3p were purchased from TaqMan (Advanced miRNA assays) and RNU48 (TaqMan) was used as the reference for normalization [23]. Primers for *VIM* (Vimentin) [24]: Forward 5'-GACAATGCGTCTCTGGCACGTCTT-3'; Reverse 5'- TCCTCCGCCTCCTGCAGGTTCTT-3'; for *ZFP36L1* (ZFP36 Ring Finger Protein Like 1, aka ERF1 and BRF1) [25]: Forward, 5′-AGGATGACCACCACCCTCGTGTCT-3′, Reverse, 5′-CCC CCTGCACTGGGAGCACTA-3′, and for GAPDH [26] were purchased from IDT. qPCR was performed using ABI Viia 7 (Life Technologies) with each reaction run in triplicate. The comparative threshold cycle (Ct) method (2^-ΔΔCT^) was used to determine fold change relative to vehicle treated or control transfected cells [27].

### Transient transfection

MCF-7 and MDA-MB-231 cells were transiently transfected for 24 h with miR-612 mimic, miR-612 inhibitor, Anti-miR ^™^ negative control #1, or mirVANA^™^ miRNA mimic negative control #1 (all from Ambion, Life Technologies, Thermo Fisher Scientific, Carlsbad, CA, USA), using Lipofectamine RNAiMAX transfection reagent (Invitrogen, Thermo Fisher Scientific) and Opti-MEM^®^ Reduced Serum Medium (Invitrogen, Thermo Fisher Scientific). After 24 h of transfection, cells were treated with ethanol (EtOH, vehicle control) or 13.5 or 35 μM AnAc, for MCF-7 and MDA-MB-231 respectively, in phenol red-free IMEM medium containing 5% DCC-stripped FBS for 48 h prior to MTT assay (CellTiter 96, Promega, Madison, WI, USA). Two separate experiments were performed with quadruplicate wells within each experiment. For analysis of miR-612 expression in transfected cells, the medium was changed 24 h after transfection as above, without any treatment and RNA was harvested (see above) a total of 72 h post transfection, *i*.*e*., at the same time the MTT assay was performed for qPCR of miR-612 using RNU48 as a control (see above).

## Results and discussion

### RNA-seq analysis of AnAc-regulated miRNAs

MCF-7 luminal A (ERα+) and MDA-MB-231 TNBC (triple negative breast cancer) cells were incubated in hormone-depleted medium for 48 h prior to a 6 h treatment with the previously established IC_50_ concentrations of AnAc 24:1n5 for MCF-7 (13.5 μM) and MDA-MB-231 (35.0 μM) cells [13]. The 6 h time point was selected based on transcriptome studies in MCF-7 cells to identify primary gene targets [28] and because AnAc 24:1n5 has no overt effect on the viability of either MCF-7 or MDA-MB-231 at that time [13, 29]. The goal was to identify early miRNA changes in response to AnAc 24:1n5 in each cell line. For target analysis, only miRNA transcripts that showed a log2 fold-change greater than 1 (or -1 for repressed miRNAs) were included.

Differentially expressed miRNAs (DEmiRs) were identified for four pairwise comparisons (MCF-7 AnAc-treated *vs*. MCF-7 control; MDA-MB-231 AnAc-treated *vs*. MDA-MB-231 control; MCF-7 and MDA-MB-231 AnAc treated *vs*. MCF-7 and MDA-MB-231 control; MDA-MB-231 AnAc treated and control *vs*. MCF-7 AnAc treated and control) using the tuxedo suite of programs including cufflinks and cuffdiff (version 2.2.1) [30, 31]. Significant DEmiRs with fold-change and p values are listed in S1 and S2 Tables. The number of DEmiRs in each comparison is shown in Table 1. Tables 2–5 list the AnAc-regulated miRNAs in MCF-7 and MDA-MB-231 cells, their genomic location and host gene (if applicable), information about their relevance in breast or other cancers and their experimentally verified, *i*.*e*., *bona fide*, targets. The expression of more miRNAs was significantly changed in response to AnAc in MCF-7 cells *vs* MDA-MB-231 cells (Figs 1 and 2). The heatmap shows that MCF-7 and MDA-MB-231 cells have different responses to AnAc with MDA-MB-231 cells showing less change in response to AnAc compared with MCF-7 cells (Fig 1). These data suggest that AnAc selectivity alters miRNA transcript expression in these two cell lines through mostly non-overlapping mechanisms.

**Table 2:** miRNAs upregulated by AnAc in both MCF-7 and MDA-MB-231 cells. The genomic location of each miRNA was identified in miRAD http://bmi.ana.med.uni-muenchen.de/miriad/ [34]. Verified targets are those experimentally validated targets of the indicated miRNA as demonstrated by 3’-UTR luciferase reporter assay. Since many publications do not include whether the 5p or 3p arm of the miRNA was studied, if the sequence of the miRNA was provided, it was searched in miRBase.org to identify which arm was used in the target gene 3’-UTR luciferase reporter assay.

miRNA	Role in breast or other cancers	Verified targets
miR-612	Chr11, intergenic. Tumor suppressor miRNA in HCC tumors, cells and xenograft tumors [35, 36]. Downregulated in colorectal cancer tumors and cells and acts as a tumor suppressor [37].	For 5p: AKT2 [37] SP1 [38]
miR-20b-3p MCF-7	ChrX, encoded by the miR-106a-363 cluster is intergenic [39]. Oncogenic activity, *i*.*e*., stimulates soft agar colony formation in NIH-3T3 cells [39]. Lower expression in taxol-resistant breast tumors and cells [40]. Expression is stimulated by EGR1 [41].	For 3p: ESR1 [42]; EPAS1 [43]; NCOA3 [40]; BRCA1, PTEN [41]
miR-20b-5p MDA-MB-231		For 5p: ARID4A and MYLIP [39]. HIF1A and VEGF [44]; PPARG, BAMBI, CRIM1 [45] EPHB4 and EFNB2 [46]; PTEN [47]; SOS1 and ERK2 [48].

**Table 3:** miRNAs downregulated by AnAc in MCF-7 cells. The genomic location of each miRNA was identified in miRAD http://bmi.ana.med.uni-muenchen.de/miriad/ [34]. Verified targets are those experimentally validated targets of the indicated miRNA as demonstrated by 3’-UTR luciferase reporter assay. Since many publications do not include whether the 5p or 3p arm of the miRNA was studied, if the sequence of the miRNA was provided, it was searched in miRBase.org to identify which arm was used in the target gene 3’-UTR luciferase reporter assay.

miRNA	Role in breast or other cancers	Verified targets
miR-378g	Chr1, host gene LINC01057 [49]. Target of c-Myc [50]. High miR-378 promotes cancer stem cell (CSC) properties, increased cell survival and colony formation; acts as on oncomiR; correlates with increased SOX2 [51]. Induced during adipogenesis by increasing transactivation by C/EBPα and C/EBPβ [52].	VIM [51] TOB2 [50] SUFU and TUSC2 [53] HDAC4 [54]
miR-509-1-3p, -2-3p, -3-3p	miR-509-1, -2, and -3 are in ChrX, host gene LOC107984060. Tumor suppressor miRNA [55, 56]. Inhibited by E_2_ in MCF-7 cells [57]. Anti-metastatic mRNA: The expression of miR-509 was reported to be attenuated in brain metastatic lesions compared to their enrichment in primary breast tumors [58].	For 3p: RHOC [58]; For 5p: YWHAG [59]
miR-513b-5p	ChrX, host gene LOC107984060. Cluster with miR- 506, 507, 208, 509–1,-2,-3, 514b; Acts as a tumor suppressor in gastric cancer cells [60]	For 5p: HMGB3 [60]
miR-548, 548j-5p, 548l	MIR548J: Chr22: host gene HMGB1P10; MIR548L: Chr 11 host gene ANKRD48. miR-548J functions as a metastasis promoter in breast cancer cells [61].	miR-548L: AKT [62]; miR-548j-5p: TNS1 [61]
miR-597-3p	Chr8, host gene TNKS downregulated in colorectal cancer [63]	
miR-1238-3p	Chr19, host gene ARG4D. *no publications in PubMed*	For 3p: LHX2 [64]
miR-1915-3p	Chr10, host gene CASC10. Processing of pri-miR-1915 to pre-miR-1915 is increased by p53 [65].	For 3p: BCL2 [66]
miR-3146	Chr7, host gene TWISTNB. *no publications in PubMed*	
miR-4430	Chr2 intergenic. *no publications in PubMed*	
miR-5002-5p	Chr3, host gene KALRN. *no publications in PubMed*	
miR-5187-5p	Chr2, host gene TOMM40L. *no publications in PubMed*	
miR-6717-5p	Chr14, host gene NDRG2. *no publications in PubMed*	
miR-6773-3p	Chr16, host gene ESRP2. *no publications in PubMed*	
miR-6804-5p	Chr19, host gene PPP6R1. *no publications in PubMed*	
miR-6814-5p	Chr21, host gene RIPK4. *no publications in PubMed*	
miR-6838-5p	Chr7, host gene PLOM. *no publications in PubMed*	
miR-6873-3p	Chr6, host gene WDR46. *no publications in PubMed*	

**Table 4:** miRNAs upregulated by AnAc MCF-7 cells. The genomic location of each miRNA was identified in miRAD http://bmi.ana.med.uni-muenchen.de/miriad/ [34]. Verified targets are those experimentally validated targets of the indicated miRNA as demonstrated by 3’-UTR luciferase reporter assay in the cited reference. Since many publications do not include whether the 5p or 3p arm of the miRNA was studied, if the sequence of the miRNA was provided, it was searched in miRBase.org to identify which arm was used in the target gene 3’-UTR luciferase reporter assay.

miRNA	Role in breast or other cancers	Verified targets
Let-7a-2-3p	Chr11; intergenic. Lower expression metastatic breast tumors [67]. Downregulated by E_2_ treatment in MCF-7 cells [68]. Decreased expression with breast tumor grade and upregulated KEGG pathway targets have roles in cancer-related pathways, including cycle (MCM2), Jak-STAT (SOCS1), MAPK (STMN1), PPAR signaling (ME1) [69]. Transfection of MCF-7 and MDA-MB-231 cells with let-7a mimics inhibits cell proliferation, colony formation, cell migration and invasion and HMGA1 protein [70].	None experimentally validated for 3p.
miR-378j	Chr17, host gene DDX52. *no publications in PubMed*	
miR-450a-1-3p	ChrX, intergenic, clustered with miR-424, 503, 542, 450a-2, and 450b. No publications relating to miR-450a-1 in PubMed, but miR-450a expression was higher in lymph node metastasis in breast cancer [71] and in endometrial carcinosarcomas [72].	None validated for 3p. For 5p: DNMT3a [73]
miR-520a-5p	Chr19, intergenic. miR-520a-3p inhibits proliferation by targeting HOXD8 in non-small cell lung cancer	None experimentally validated for 5p. For 3p: CCND1 and CD44 [74]
miR-520d-5p	Chr19, intergenic. involved in HER2-receptor-related differentiation through undefined mechanisms [75]. Overexpression by lentiviral-miR-520d infection of human HLF and Huh7 hepatoma cells converted the cells to non-tumorigenic and less differentiated normal stem cells, but no miRNA target genes were validated [76]. Acts as a tumor suppressor in colorectal cancer [77].	For 5p: CTHRC1 [77]
miR-548ag-1	Chr4, intergenic. *no publications in PubMed*	
miR-551b-5p	Chr3, intergenic. Downregulated by E_2_ in MCF-7 cells [57]. Down-regulated in aggressive breast tumors [78]. Upregulated in TAM-resistant MCF-7 cells [79]. Upregulated in serum samples from prostate cancer patients compared with benign prostatic hyperplasia patients [80]. Upregulated in recurrent epithelial ovarian cancer (OVCa) [81]. Upregulated in OVCa stem cells, promotes proliferation, invasion, and chemoresistance [82].	None experimentally validated for 5p. For 3p: FOXO3 and TRIM31 [82]
miR-562	Chr2, host gene DIS3L2. Upregulated in serum samples from prostate cancer patients with disseminated disease compared with benign prostatic hyperplasia patients [80].	EYA1 [83]; IL22 [84]
miR-663a	Chr20, intergenic. Upregulated by E_2_ in ECC-1 cells [85]. Transcription increased by ZNF224 [86]. Acts as a tumor suppressor and is downregulated in in gastric [87], colorectal [88], prostate [89], breast [86], hepatocellular [90], pancreatic [91], non-small cell lung cancer [92]. Transcription factor Ets-2 binds the miR-663 promoter and stimulates transcription in prostate cancer cells [89].	TP53 (P53) and CDKN1A (p21) [86] JUND [92] TGFB1 [91] HMGA2 [90]
miR-664b-5p	ChrX, host gene DKC1. Acts as a tumor suppressor in osteosarcoma [93] and as an oncomiR- in T-cell acute lymphoblastic leukemia [94] and cervical cancer [95].	None experimentally validated for 5p. For 3p: FOXO4 [96]; MAT1A [97]; PLP2 [98]; SOX7 [93]
miR-921	Chr1, host gene FAM78B. Downregulated in bladder cancer [99].	CBR1 [100]
miR-1229-5p	Chr 5, host gene MGAT4B. Upregulated in serum of colorectal cancer patients [101]. Overexpressed in breast cancer and correlated with poor prognosis for patients [102].	None experimentally validated for 5p. For 3p; GSK3B, APC and ICAT [102].
miR-1287-3p	Chr10, host gene PYROXD2. Downregulated in MCF-7 cells that are aromatase inhibitor resistant [103]. Hypermethylated in cervical cancer [104], downregulated in larynx carcinoma [105], anaplastic astrocytomas and/or glioblastomas [106].	None experimentally validated for 3p. For 5p: ATF6B [107]
miR-1976	Chr1, host gene RPS6KA1; Acts as a tumor suppressor in NSCLC [108].	PLCE1 [108]
miR-3132	Chr2, host gene TMEM198; *no publications in PubMed*	
miR-3195	Chr20, intergenic; *no publications in PubMed*	
miR-3960	Chr9, intergenic. the lncRNA HOTAIR1 competitively binds to miR-3960 and regulates hematopoiesis [109].	HOXA2 [110]
miR-4436b-1-3p	Chr2, host gene MALL. Appears to be a strong pathogenic candidate in Autism Spectrum Disorders (ASDs) [111].	
miR-4436b-2-3p	Chr2, intergenic. Appears to be a strong pathogenic candidate in ASDs [111].	
miR-4485-5p	Chr11, host gene MTRNR2L8. Is transported into mitochondria and inhibits 16S rRNA processing and mitochondrial protein synthesis [112]. Acts as a tumor suppressor in MCF-7 cells *in vitro* and in MDA-MB-231 cells in xenograft studies in mice [112].	
miR-4516	Chr16, host gene PKD1. Upregulated by fine particulate matter (PM2.5) treatment of A549 NSCLC cells [113]. High expression was associated with infiltrative growth of follicular variant of papillary thyroid carcinomas [114].	STAT3 [115], RPL37 [113]
miR-4634	Chr5, intergenic. One of five miRNAs in serum that detects breast cancer [116]	
miR-4659a-3p	Chr8, host gene AGPAT5. *no publications in PubMed*	
miR-4661-3p	Chr8, host gene LRRC69. miR-466l upregulates both mRNA and protein expression of IL-10 in macrophages by binding to the 3’UTR of IL10 and inhibiting RNA binding protein-induced transcript degradation [117].	
miR-4675	Chr10, intergenic. *no publications in PubMed*	
miR-4687-3p	Chr11, host gene STIM1. *no publications in PubMed*	
miR-4692	Chr11, *no publications in PubMed*	
miR-4695-3p	Chr1, host gene ALDH4A1. *no publications in PubMed*	
miR-4701-3p	Chr12, host gene ADCY6. Downregulated in papillary thyroid carcinoma (PTC) [118].	
miR-4741	Chr18, host gene RBBP8. Downregulated in serum of HCC patients treated with transarterial chemoembolisation (TACE) with bad response to TACE [119].	
miR-4756-5p	Chr20, host gene BCAS1. *no publications in PubMed*	
miR-5008-3p	Chr1, host gene WNT9A. *no publications in PubMed*	
miR-5585-5p	Chr1, host gene TMEM39B. *no publications in PubMed*	
miR-6087	ChrX, intergenic. Identified in human mesenchymal stem cells and downregulated during endothelial differentiation [120]. Upregulated in intermediate monocytes [121].	ENG [120]
miR-6126	Chr16, host gene NAA60. Exosomal tumor suppressor is downregulated in ovarian cancer tumors and is released from ovarian cancer cells [122].	ITGB1 [122]
miR-6131	Chr5, host gene ROPN1L. *no publications in PubMed*	
miR-6515-5p	Chr19, host gene CALR. *no publications in PubMed*	
miR-6726-5p	Chr1, host gene ACAP3. *no publications in PubMed*	
miR-6757-5p	Chr12, host gene TNS2. *no publications in PubMed*	
miR-6813-3p	Chr20, host gene RGS19. *no publications in PubMed*	
miR-6857-5p	ChrX, host gene SMC1A *no publications in PubMed*	
miR-6868-5p	Chr17, host gene EXOC7. *no publications in PubMed*	
miR-6874-5p	Chr7, host gene RNF216. *no publications in PubMed*	
miR-7151-5p	Chr10, host gene CTNNA3. *no publications in PubMed*	
miR-8079	Chr13, intergenic. *no publications in PubMed*	
miR-8089	Chr5, host gene BTNL9. *no publications in PubMed*	

**Table 5:** miRNAs downregulated by AnAc in MDA-MB-231 cells. The genomic location of each miRNA was identified in miRAD http://bmi.ana.med.uni-muenchen.de/miriad/ [34]. Verified targets are those experimentally validated targets of the indicated miRNA as demonstrated by 3’-UTR luciferase reporter assay. Since many publications do not include whether the 5p or 3p arm of the miRNA was studied, if the sequence of the miRNA was provided, it was searched in miRBase.org to identify which arm was used in the target gene 3’-UTR luciferase reporter assay.

miRNA	Role in breast or other cancers	Verified targets
miR-23b-5p	Chr9, host gene C9orf3. OncomiR, induced by c-Myc [123]. Lower expression in MDA-MB-231 than MCF-7 cells [124]. Stimulated by E_2_ in ERβ-transfected MCF-7 cells [125]. Involved in regulation of cytoskeletal remodeling and motility [126, 127]. Primary breast tumor expression of mIR-23b correlates with lung metastasis [128]. Metastatic breast cancer cells in patient bone marrow had increased miR-23b [129]. Increased in MCF-7 cell derived exosomes after docosahexaenoic acid (DHA) treatment [130]. miR-23a is 2.5-fold higher in MDA-MB-231 than MCF-7 cells and downregulates CDH1 resulting in hyperactivation of Wnt/-catenin signaling, EMT, and metastasis [131].	For 5p: PRODH [132]
miR-141-3p	Chr12, intergenic and clustered with miR-200c [133]. Both OncomiR and tumor suppressor miRNA, depending on tissue-type. Expression is repressed by ZEB1 [134], PELP1 [135], PLK1, KLF8 [136], and progesterone [137, 138] and upregulated by p53 [139]. Downregulated in metastatic breast cancer [71] and in basal-like primary tumors [140]. Expression stimulated by treatment of MDA-MB-231 cells with DNA demethylating agent 5-AZA-CdR [141]. Low circulating miR-141 was associated with lower overall survival of breast cancer patients [142, 143]. Overexpression of mIR-141 stimulates brain metastasis in mouse models and high serum miR-141 levels were associated with shorter brain metastasis–free survival in human breast cancer patients [144]. miR-141 expression is higher in docetaxel-resistant breast cancer cell lines [145].	For 3p: PGR [137]; CTNNB1 [146]; EIF4E [145]; ANP32E [140]
miR-499a-5p	Chr12, host gene MYH7B. SNP rs3746444 G miR-499A>G was associated with increased breast cancer risk in Chinese population [147].	For 5p: IFNAR1 [148]
miR-664b-5p	ChrX, host gene DKC1. No references were found in PubMed.	
miR-1247-5p	Chr14, in the DLK1-DIO3 genomic imprinted microRNA cluster [149]. Downregulated in aromatase-resistant MCF-7 breast cancer cells [103] and lung adenocarcinomas [150]. Acts as a tumor suppressor in pancreatic cancer [151]. Silenced by DNA methylation in lung adenocarcinomas and cell lines and overexpression promotes apoptosis and inhibits cell invasion and migration [152]. Overexpressed in castration-resistant prostate cancer [153].	For 5p: NRP1 and NRP2 [151]; SOX9 [154]; MYCBP2 [153]; MAP3K9 [155]; STMN1 [152]
miR-1273g-3p	Chr1, host gene SCP2. *no publications in PubMed*	
miR-1277-3p	ChrX, host gene WDR44. *no publications in PubMed*	For 3p: LPL [156]
miR-3611	Chr10, host gene CUL2. *no publications in PubMed*	
miR-3614-3p	Chr17, host gene TRIM25. *no publications in PubMed*	
miR-4284	Chr7, host gene STX1A. Stimulated by treatment of primary human glioblastoma cells with a synthetic berbamine derivative [157]. Downregulated in clear cell papillary renal cell carcinoma [158].	
miR-4451	Chr4, host gene ARHGAP24. *no publications in PubMed*	
miR-4743-5p	Chr18, host gene CTIF. *no publications in PubMed*	
miR-5684	Chr19, intergenic. *no publications in PubMed*	
miR-5696	Chr2, intergenic. *no publications in PubMed*	
miR-6126	Chr16, host gene NAA60. Expression is downregulated in ovarian tumors and miR-6126 acts as a tumor suppressor miRNA in ovarian cancer cells [159].	ITGB1 [159]
miR-6513-3p	Chr2, host gene PNKD. *no publications in PubMed*	
miR-6720-5p	Chr6, host gene FOXF2. Upregulated by *Alternaria* spp mycotoxin alternariol (10 μM) treatment of HepG2 cells [160].	
miR-6765-3p	Chr14, host gene JAG2. *no publications in PubMed*	
miR-6796-3p	Chr19, host gene PLD3. *no publications in PubMed*	
miR-6797-5p	Chr19, host gene RPS19. *no publications in PubMed*	
miR-6850-3p	Chr8, host gene RPL8. *no publications in PubMed*	
miR-7109-5p	Chr22, host gene PISD. *no publications in PubMed*	

**Fig 2:**
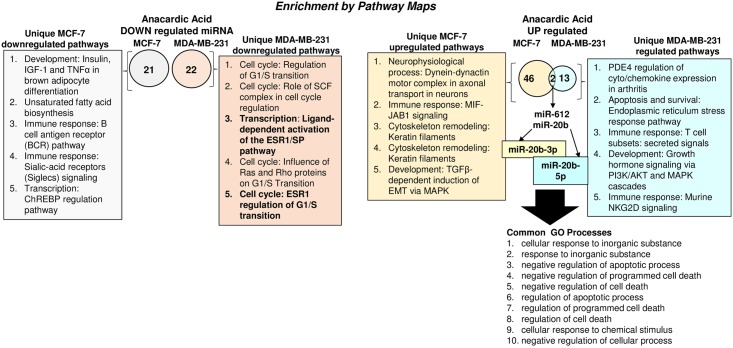
Enrichment analysis of miRNA-seq data. Differentially expressed genes were identified in pairwise comparisons: MCF-7 AnAc vs. MDA-MB-231 AnAc using the tuxedo suite of programs including cufflink-cuffdiff2. The Venn diagrams show the number of common and differentially expressed genes significantly downregulated (A) and upregulated (B). Pathway analysis was performed using GeneGo Pathways Software (MetaCoreTM). The pathways identified for each comparison are listed in the order provided by MetaCoreTM analysis.

As shown in the Venn Diagrams of Fig 2, there were no common downregulated miRNAs in AnAc-treated MCF-7 and MDA-MB-231 cells. Only two miRNA were commonly upregulated by AnAc in both MCF-7 and MDA-MB-231 cells: miR-20b and miR-612 (Fig 2, Table 2). The common GO Processes for upregulated miR-20b and miR-612 were identified by MetaCore^™^ analysis and listed in Fig 2; however no matches between genes/proteins for miR-20b and miR-612 were identified in Pathway Maps by MetaCore analysis. Interestingly, AnAc increased miR-20-3p in MCF-7 and miR-20-5p in MDA-MB-231 cells. This suggests that distinct miR-20b targets would be expected to be regulated in response to AnAc upregulation of miR-20b-3p *versus* miR-20-5p in the two cell lines. The selection of which mature miRNA 5p or 3p arm is dominant is determined by thermodynamic and structural properties of the processed pre-miR-duplex AGO protein (reviewed in [32]). The functional consequences of arm selection are therefore distinct. The exact mechanism of miRNA Induced Silencing Complex (miRISC) assembly remains elusive and includes a human miRNA loading complex containing the ds-pre-miRNA, DICER1, TRBP2 and miRNA-free AGO protein as its components. [33]. Recent studies in Huh7 human hepatoma cells showed that an increase in target genes, *i*.*e*., *SLC7A1* (CAT-1), increased the processing of pre-miR-122 to miR-122, implying that increases in target mRNA levels can promote miRNA biogenesis [33]. Whether this is true for other cells and miRNAs remains to be examined. The MetaCore network enrichment analysis of the miRNAs upregulated in AnAc-treated MCF-7 vs. MDA-MB-231 cells identified “Cellular response to inorganic substance” as the top GO process (S3A Fig). The network analyses for miR-20b and miR-612 are shown in S3A and S3B Fig.

There is only one previous examination of miRNAs, mRNAs, and lncRNAs in MCF‐7 and MDA‐MB‐231 cells, but that study used a microarray expression profiling [167] rather than an unbiased RNA-sequencing approach. None of the AnAc-regulated miRNAs was among the miRNAs more highly expressed in MCF-7 compared with MDA-MB-231 cells [167]. In contrast, miR-4284 was more highly expressed in MDA-MB-231 cells [167] and we observed that AnAc decreased miR-4284 in MDA-MB-231 cells (Table 5). The role of miR-4284 in breast cancer is unknown and there are no validated targets of miR-4284, although microRNA.org lists 7,891 putative targets.

### miRNAs downregulated by AnAc in MCF-7 cells

Twenty-one miRNAs were downregulated by AnAc in MCF-7 cells (Table 3). miRNAs are encoded within a gene (intronic or exonic) or are intergenic (reviewed in [168]). miRNAs can be regulated independently or are cotranscribed with their host gene (reviewed in [8]). 

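MCF-7 cells express ERα and MDA-MB-231 cells are triple negative. Both lines were kept in hormone-depleted medium for 48 h and then given ethanol or AnAc for 6 h, at 13.5 μM in MCF-7 and 35 μM in MDA-MB-231 cells, so line and dose change together. Gene values exist for 10 stranded mRNA libraries: 3 controls and 3 AnAc samples of MCF-7, and 2 of each for MDA-MB-231. The paper gives 3 biological replicates per treatment. According to the submitters' notes, 1 control and 1 AnAc sample of MDA-MB-231 were left out because contamination was probable. One MCF-7 control carries different replicate numbers in its label and in its column, and is called the unnumbered control here. The authors' values are FPKM for 56085 gene loci, made from single reads on hg19 with TopHat2 2.0.13, Cufflinks 2.2.1 and Cuffnorm, as the submitters' processing notes state. In these values the unnumbered control and AnAc replicate 3 of MCF-7 stand apart from the other 4 MCF-7 libraries, 1 in each treatment. IFI6, which interferon induces, was at 1636 and 1563 FPKM in these 2 and at 57.7 to 81.2 FPKM in the other 4. CYP1A1, a target of the aryl hydrocarbon receptor, was at 0.273 and 0.933 against 19.2 to 51.4 FPKM. Their deviations from the group means correlate across genes (r = 0.593), although genes are not independent replicates. AnAc was compared with control on log2(FPKM + 0.5) with limma 3.58.1 for the 15311 loci that reach 1 FPKM in at least 2 libraries, with 4 group means and Benjamini-Hochberg adjustment. The SE and p of a difference measure the spread between these samples, pooled over both lines. The differences are on that log2 scale, which makes those of loci near 1 FPKM smaller than the ratio of their FPKM.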

To examine if the miRNA host gene was downregulated by AnAc in MCF-7 cells we searched GSE78011. In AnAc-treated MCF-7 cells, six downregulated host genes for downregulated miRNAs were identified: MiR-548j host gene *HMGB1P10*; miR-597 host gene *TNKS*; miR-1915 host gene *CASC10*; miR-3146 host gene *TWISTNB*; miR-5187 host gene *TOMM40L*; and miR-6814 host gene *RIPK4*. 

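POLR1F (the current symbol of TWISTNB, ENSG00000105849), which encodes a subunit of RNA polymerase I, differed most of the 6 host genes. It was at 8.21 ± 0.723 FPKM in control and 5.52 ± 1.91 FPKM in AnAc-treated MCF-7 cells (mean ± SD, n = 3 each). TOMM40L, a homolog of the mitochondrial import channel, went from 4.46 ± 0.840 to 4.09 ± 0.868 FPKM, and the kinase gene RIPK4 from 2.75 ± 0.766 to 2.50 ± 0.759 FPKM. MIR1915HG, the current symbol of CASC10, and the HMGB1 pseudogene HMGB1P10 were near 1 FPKM, at 0.741 ± 0.0961 and 0.706 ± 0.117 FPKM for the former. HMGB1P10 read 2.13, 0.333 and 0.347 FPKM in the 3 AnAc libraries, against 1.07 ± 0.185 FPKM in controls, and short reads do not separate it from HMGB1 with certainty. TNKS, which encodes tankyrase, was higher on average with AnAc, at 4.41 ± 0.372 and 5.17 ± 1.61 FPKM. In hg19 the genes lie on chromosome 7, 19735084 to 19748660 (POLR1F), chromosome 1, 161195729 to 161200536 (TOMM40L), chromosome 21, 43159529 to 43187249 (RIPK4), chromosome 10, 21779201 to 21786189 (MIR1915HG), chromosome 22, 26956492 to 26957054 (HMGB1P10) and chromosome 8, 9413422 to 9639856 (TNKS). The log2 differences were POLR1F -0.57 (SE 0.21), HMGB1P10 -0.35 (SE 0.41), TOMM40L -0.12 (SE 0.18), RIPK4 -0.12 (SE 0.23), MIR1915HG -0.04 (SE 0.14) and TNKS 0.17 (SE 0.22), each with an adjusted p of 1 in limma. The sign turned without AnAc replicate 2 for TNKS (-0.02), MIR1915HG (0.03) and RIPK4 (0.08), without the unnumbered control for MIR1915HG (0.02) and RIPK4 (0.06), and without AnAc replicate 3 for TOMM40L (0.05). Of 12 host genes of reduced miRNAs that could be tested, 6 were above 0 and 6 below. limma called 0 of them lower, over all genes or adjusted over the list alone, and 1, POLR1F, was lower at an unadjusted p under 0.05. As a set against all other loci, the paper's 6 did not pass as lower (camera adjusted p = 0.16, and 0.42 with an estimated correlation), but did without AnAc replicate 1 (0.0094). The study chose these genes on the same samples, so a lower mean in 5 of its 6 genes is not independent evidence. The paper, which gives cotranscription with the host gene as a way to regulate a miRNA, identifies the 6 as reduced with their miRNAs.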

Whether AnAc selectively inhibits the transcription of these genes via its p300/PCAF histone acetyltransferase (HAT) inhibitory function [169] remains to be examined. Inhibition of HAT activity would be expected to increase gene expression. Interestingly, AnAc inhibits p300/PCAF histone acetyltransferase (HAT) activity [169] and thus could coordinately downregulate this set of miRNAs and host genes by promoting a more condensed genomic state, but experimentally examining the veracity of the supposition is outside this current study and remains to be examined fully. MetaCore transcription factor (TF) network analysis identified CREB1, FosB, SOX4, TCF7L2 (TCF4), PRDM14, JunD, GATA-3, FRA-1, cFos, JunB, FOXp3, and YY1 as significantly associated with these genes. The ability of AnAc to inhibit the activity of these TFs will also need to be experimentally verified.

A decrease in a miRNA would be expected to result in an increase its target transcript expression. Validated targets of each miRNA were identified in the literature. An important note in searching the literature for miRNA targets is that often, whether the miRNA# is the 3p or 5p arm is not stated. However, if the miRNA sequence is provided in a diagram along with the seed match site in a target mRNA’s 3’-UTR, the miRNA sequence can be identified as either 3p or 5p by entering the miRNA sequence in miRBase.org. Clearly, a miRNA-3p and miRNA-5p will have different targets, and thus potentially different cellular effects. When identified in our RNA seq study, the 3p or 5p arm is indicated.

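VIM (ENSG00000026025, chromosome 10, 17270240 to 17279592 in hg19) encodes vimentin, the intermediate filament protein of mesenchymal cells. In MCF-7 controls VIM read 0.684, 0.782 and 0.813 FPKM, and with AnAc 3.08, 1.22 and 0.681 FPKM in replicates 1, 2 and 3. MDA-MB-231 cells express VIM at 1759 ± 47.4 FPKM in control and 2176 ± 205 FPKM with AnAc (mean ± SD, n = 2 each). Other genes abundant in MDA-MB-231 cells also read higher in AnAc replicate 1 of MCF-7. Of 25 such genes, with a mean of at least 100 FPKM there and under 1 FPKM in each MCF-7 control, 23 were above the control mean, by a median 0.124% of their MDA-MB-231 level (quartiles 0.0533% and 0.193%). The excess of VIM was 0.118% in that library. In AnAc replicate 2 it was 0.0235% with a median of 0.0205% for the 25 genes. In control replicate 2, set against the mean of the other controls, it was 0.0017% with a median of 0.0176%. The MCF-7 log2 difference of VIM was 0.62 (SE 0.33, adjusted p = 1 in limma), and 0.18 without AnAc replicate 1.

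**Figure D1:**
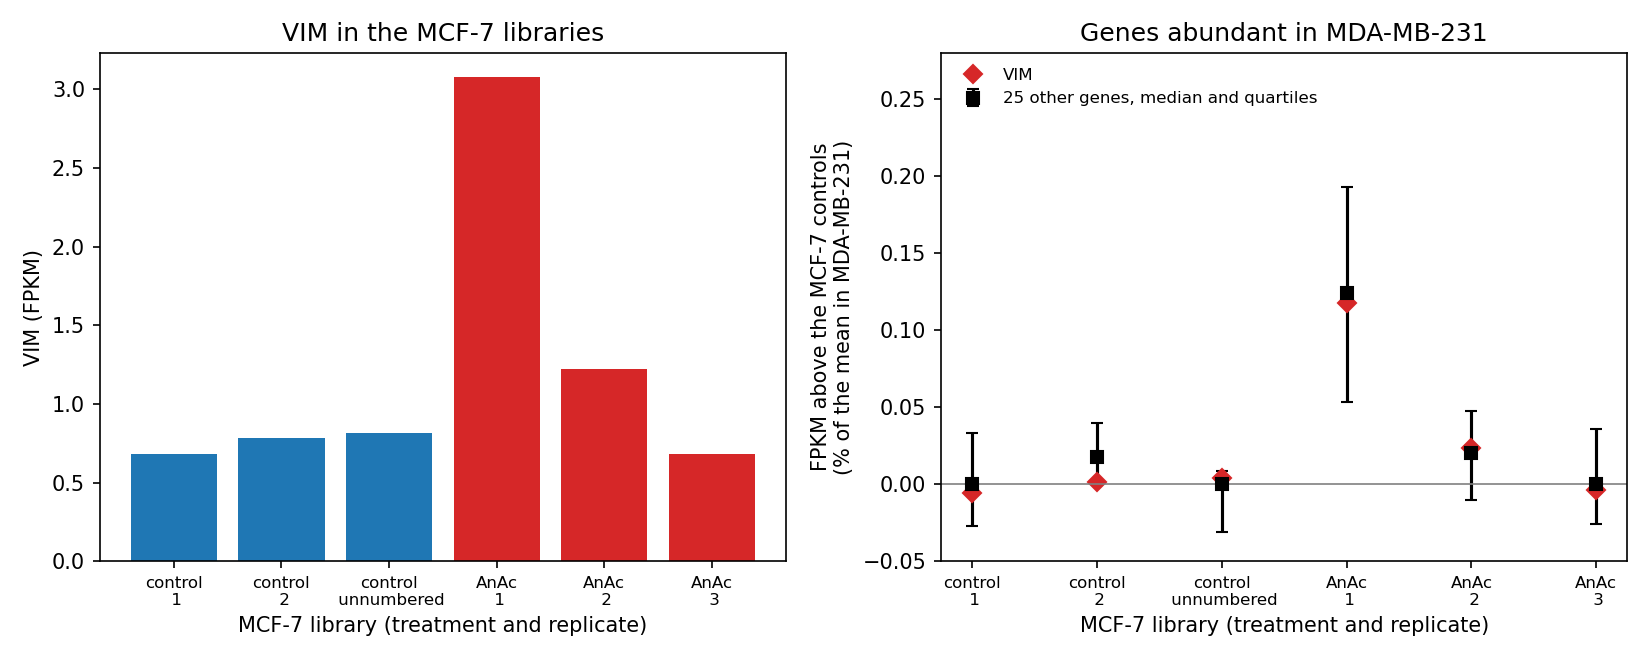
VIM in the 6 MCF-7 libraries (left) and the excess of VIM and of 25 other genes abundant in MDA-MB-231 cells over the MCF-7 control mean, in % of their MDA-MB-231 mean (right). A control library is set against the mean of the other controls. Squares are medians and bars quartiles.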

AnAc reduced miR-378g that targets *VIM* (vimentin) [51] and *VIM* mRNA transcript expression was increased in AnAc-treated MCF-7 cells (GSE78011), suggesting a reciprocal regulation. None of the other validated targets of decreased miRNAs (Table 3) were found among the upregulated mRNA transcripts identified in GSE78011. 

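Among the other listed targets, LHX2, a LIM homeobox transcription factor gene, was higher in all 3 AnAc libraries than in all 3 MCF-7 controls. It was at 7.10 ± 0.890 FPKM in control and 9.71 ± 0.677 FPKM with AnAc (mean ± SD, n = 3 each). TNS1, which encodes the focal adhesion protein tensin 1, was lowest, 1.33 ± 0.888 and 0.639 ± 0.211 FPKM. BCL2, the antiapoptotic target, followed the 2 libraries that stand apart: 15.5 and 13.9 FPKM in the unnumbered control and AnAc replicate 3, and 1.39 to 1.56 FPKM in the other 4. Of the 12 targets, all tested, 7 were above 0 and 5 below, and log2 differences ran from -0.55 (TNS1) to 0.62 (VIM). The paper lists YWHAG among them for miR-509-5p, while the 3p arm was reduced. limma called 0 of them, also adjusted over the list alone, and 1 was higher at an unadjusted p under 0.05, LHX2 (log2 difference 0.43, SE 0.14, adjusted p = 1).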

MetaCore network enrichment analysis did not match any of the downregulated miRNAs and Pathway Maps, GO processes, or Process Networks. Networks identified were 1) miR-509: positive regulation of macromolecule metabolic process; 2) miR-584: regulation of gene expression; 3) miR-509, miR584, MDM2, ERK1/2: positive regulation of gene expression (S4 Fig). Based on their CSC and tumor-promoting activities the AnAc downregulation of miR-378g, miR-548, miR-548j, miR-548l (Table 3) would be expected to contribute to the anti-proliferative activity of AnAc.

### miRNAs upregulated by AnAc in MCF-7

AnAc increased the expression of 48 miRNAs in MCF-7 cells (Table 4). 

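CALR, the gene of the endoplasmic reticulum chaperone calreticulin, was the most abundant host gene of an increased miRNA in MCF-7 cells. It was at 342 ± 19.9 FPKM in control and 385 ± 31.1 FPKM with AnAc (mean ± SD, n = 3 each). FAM78B, whose locus joins 2 gene IDs in the file, had the largest positive difference, 0.330 ± 0.0735 and 0.528 ± 0.299 FPKM. MALL, a membrane raft protein gene, read 1.81 and 1.87 FPKM in the unnumbered control and AnAc replicate 3 against 11.8 to 25.8 FPKM in the other 4 libraries. Of 31 host genes, 26 could be tested, 16 above 0 and 10 below, with log2 differences from -0.67 to 0.28. limma called 0 of them, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05 (CALR 0.17 (SE 0.09), FAM78B 0.28 (SE 0.22)).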

None of the host genes (Table 3) of intronic miRNAs was upregulated by AnAc treatment of MCF-7 cells. None of the validated targets of upregulated miRNAs in AnAc-treated MCF-7 cells (Table 4) were found among the AnAc-regulated mRNA transcripts identified in RNA seq (GSE78011). 

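The estrogen receptor gene ESR1, a target on this list, was at 56.1 ± 6.65 FPKM in control and 65.8 ± 0.623 FPKM in AnAc-treated MCF-7 cells (mean ± SD, n = 3 each). CCND1, the cyclin D1 gene, was at 308 ± 77.2 and 265 ± 106 FPKM, and the tumor suppressor gene TP53 at 142 ± 43.2 and 122 ± 30.5 FPKM. None of these passed adjustment: ESR1 0.23 (SE 0.11), CCND1 -0.26 (SE 0.27) and TP53 -0.21 (SE 0.25) in limma, each with an adjusted p of 1. TP53 turned to 0.03 without control replicate 1. Of 35 targets, 29 could be tested, 16 higher and 13 lower on average, within -0.26 to 0.27. Some of them, such as CCND1, CD44, DNMT3A and FOXO3, the paper lists only for the other arm of the increased miRNA. The counts therefore do not test repression by the increased arms alone. limma called 0, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05.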

Given their roles as ‘tumor suppressor’ miRNAs in inhibiting breast and other cancer cell proliferation and activities (see Table 4), the increases in let-7a-2-3p, miR-520a-5p, miR-520d-5p, miR-551b-5p, miR-612, miR-663a, miR-1287-3p, miR-4485-5p, and miR-6126 may play roles in AnAc-mediated inhibition of breast cancer cell proliferation. miR-520a-5p and miR-520d-5p are in a cluster of miR-520 isomers (a-h) on Chr 19 that share the same seed sequence, and thus are predicted to have common targets. miR-520f was recently reported to target *ADAM9*, thus inhibiting internalization of E-cadherin, and *TGFBR2* that inhibits TGFβ signaling–mediated induction of ZEB1/2 and/or SNAI which thus allows CDH1 (E-cadherin) transcription, thus blocking EMT [170].

MetaCore analysis of these miRNAs identified “embryo implantation, cellular response to amino acid stimulus” as the top GO process (S5A Fig). Network analysis identified two top networks: 1) mi-1229-3p, miR-520a-5p, miR-612, miR-4516, miR-562: positive regulation of metabolic process (S5B Fig); and 2) miR 20b-3p, miR 663a, let-7a-5p, miR-1229 -3p, SMAD3: regulation of cell proliferation (S5C Fig). Network analysis of TFs associated with the 48 upregulated miRNAs identified c-Myc, N-Myc, EPAs1, E2F1, SOX2, AML1, RUNX10, NANOG, MITF, EGR1, and ZNF224 in the top ten TFs. Whether AnAc may activate these TFs to increase the transcription of the upregulated miRNAs or selectively increase miRNA stability will require further examination.

### miRNAs oppositely regulated by AnAc in MCF-7 and MDA-MB-231 cells

In contrast, miR-6873 showed opposite AnAc regulation in the two cell lines: it was downregulated in MCF-7 and upregulated in MDA-MB-231 cells (Tables 2 and 5). There are no publications in PubMed on miR-6873 and miR-6873 was not listed in microRNA.org or miRTarBase. Thus, its relevance to AnAc responses in these two cell lines is unknown.

### miRNAs downregulated by AnAc in MDA-MB-231 cells

Twenty-two miRNAs were downregulated by AnAc in MDA-MB-231 cells and none of these overlapped with miRNAs downregulated by AnAc in MCF-7 cells (Table 5). The chromosome location and host gene, if warranted, of each of the AnAc-downregulated miRNAs are identified in Table 5. To examine if the miRNA host gene was downregulated by AnAc in MDA-MB-231 cells, we searched GSE78011. miR-1277 host gene *WDR44* was downregulated by AnAc in MDA-MB-231 cells. 

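WDR44 (ENSG00000131725, chromosome X, 117480036 to 117583924 in hg19) read 12.8 and 13.1 FPKM in the MDA-MB-231 controls and 20.6 and 15.0 FPKM with AnAc. AOPEP, the aminopeptidase gene formerly C9orf3, had the lowest difference among the host genes, 37.5 ± 0.422 FPKM in control and 29.1 ± 1.37 FPKM with AnAc (mean ± SD, n = 2 each). PISD, which makes phosphatidylethanolamine in mitochondria, was at 15.7 ± 0.447 and 13.7 ± 0.0614 FPKM. None passed adjustment over all loci: WDR44 0.43 (SE 0.21, adjusted p = 0.85), AOPEP -0.36 (SE 0.21, adjusted p = 0.94) and PISD -0.20 (SE 0.11, adjusted p = 0.90) in limma. Of 17 host genes tested, 9 were above 0 and 8 below. limma called 0, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. The study chose the list with the miRNAs of these samples, so the signs are not independent evidence.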

WDR44 encodes a protein that interacts with the small GTPase rab11 and is involved in endosome recycling [171]. There are no validated targets for miR-1277 in miRTarBase.

Downregulation of a miRNA would be expected to increase the expression of its targets; hence, we searched our data of mRNAs upregulated by AnAc in MDA-MB-231 cells (550 genes, GSE78011) for the validated targets in Table 5, but none were reciprocally upregulated. This may be because the miRNA and mRNA for RNA seq were extracted at the same time, *i*.*e*., after 6 h of AnAc treatment, or that these mRNAs are not expressed or targeted in MDA-MB-231 cells. 

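In MDA-MB-231 cells 14 loci rose and 20 fell with AnAc, 23 of the 34 protein-coding. HERPUD1, which acts in the degradation of misfolded endoplasmic reticulum proteins (chromosome 16, 56966054 to 56978776 in hg19), rose from 154 ± 3.13 to 487 ± 50.9 FPKM (mean ± SD, n = 2 each). DNAJB9, a cochaperone, rose from 20.7 ± 0.258 to 50.6 ± 7.45 FPKM. GDF15, a stress cytokine gene (chromosome 19, 18485541 to 18499986), rose from 20.5 ± 1.51 to 57.8 ± 1.72 FPKM. The ATF4 targets CHAC1, which degrades glutathione, and SESN2, which restrains mTORC1, rose from 13.8 ± 0.516 to 45.6 ± 4.81 FPKM and from 5.90 ± 0.0773 to 16.3 ± 2.64 FPKM, and TRIB3, FBXO32 and SMOX rose as well. MIR137HG, the host transcript of miR-137, fell from 207 ± 29.8 to 68.2 ± 19.9 FPKM, and genes of sterol synthesis fell too. On the log2 scale limma gave HERPUD1 1.65 (SE 0.14, adjusted p = 0.0029), DNAJB9 1.26 (SE 0.15, adjusted p = 0.021), GDF15 1.47 (SE 0.13, adjusted p = 0.0029) and CHAC1 1.69 (SE 0.24, adjusted p = 0.038). It gave SESN2 1.38 (SE 0.17, adjusted p = 0.023), TRIB3 1.15 (SE 0.17, adjusted p = 0.048), FBXO32 1.34 (SE 0.18, adjusted p = 0.036), SMOX 1.22 (SE 0.18, adjusted p = 0.048) and MIR137HG -1.62 (SE 0.23, adjusted p = 0.038). All 22 tested genes of a list of ATF4 targets were above 0, median 0.82, 4 of them called and 19 adjusted over the list alone. All 17 tested endoplasmic reticulum chaperone genes were above 0, median 0.30, 2 called and 6 adjusted over the list alone. Against all other loci (camera in limma) the adjusted p was 3.9e-29 and 3.6e-15, and 0.0012 and 0.003 with an estimated correlation. The chaperone gene HSPA5 (BiP) was at 499 ± 15.7 and 829 ± 2.50 FPKM, with a log2 difference of 0.73, SE 0.20 and an adjusted p of 0.36. It was called in 2 of 13 settings other than leaving out 1 library (lowest adjusted p = 0.012 in limma). In MCF-7 cells, at the lower dose, the medians of the ATF4 and chaperone lists were 0.01 and 0.04. The responses of the lines differed, adjusted p = 1.3e-25 and 1.9e-11 (0.001 and 0.0035 with an estimated correlation). The count of 34 was 19 without MCF-7 control replicate 1, 20 without MDA-MB-231 control replicate 1 or AnAc replicate 2, 16 without AnAc replicate 1 and 14 without control replicate 2. HERPUD1 and GDF15 were called each time. DNAJB9, CHAC1, SESN2, TRIB3, FBXO32 and SMOX lost their calls without any 1 of the 4 MDA-MB-231 libraries (adjusted p = 0.060 to 0.36) or without MCF-7 control replicate 1 (0.058 to 0.084), and 1 or more of them without each other MCF-7 library (0.051 to 0.12). MIR137HG lost its call without any 1 library but MCF-7 AnAc replicate 3 (0.051 to 0.31). With MDA-MB-231 libraries alone the count was 19 (12 higher, 7 lower), only 5 of them among the 34, and the genes named lost their calls (adjusted p = 0.10 to 0.30). It was 117 without the 2 MCF-7 libraries that stand apart and 165 with a batch term for them, settings chosen after seeing the data. With the replicate number as a block, set before the data were examined, it was 0, so HERPUD1 and GDF15 lost their calls there too. With the unnumbered control as number 3 in that block, chosen after seeing the data, it was 34, 23 of them shared.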

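Of 14 targets of the reduced miRNAs in Table 5, 13 could be tested in MDA-MB-231 cells, 6 above 0 and 7 below. IFNAR1, a subunit of the interferon receptor, was at 20.3 ± 0.629 FPKM in control and 23.0 ± 2.19 FPKM with AnAc (mean ± SD, n = 2 each). NRP2, a semaphorin and VEGF receptor gene, was at 7.32 ± 2.74 and 3.27 ± 0.674 FPKM. limma gave IFNAR1 0.17 (SE 0.13) and NRP2 -1.02 (SE 0.78) on the log2 scale, adjusted p = 1 and 1. It called 0 of the 13, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. The paper searched its upregulated mRNAs for these targets because a lower miRNA should raise them, and proposes the 6 h time point or a lack of expression or targeting as reasons for finding none.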

Given their roles as putative oncomiRs the downregulation miR-23b and miR-1247 may play a role in the anti-proliferative activity of AnAc in in MDA-MB-231 cells.

Analysis of the data identified *ZFP36L1* as a putative target of miR-3614 in MDA-MB-231 cells. 

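ZFP36L1 (ENSG00000185650, chromosome 14, 69254377 to 69262970 in hg19) encodes a zinc finger protein that binds AU-rich mRNA. In MDA-MB-231 cells it read 62.2 ± 5.50 FPKM in control and 124 ± 8.07 FPKM with AnAc (mean ± SD, n = 2 each), a log2 difference of 0.99 (SE 0.18). ZFP36L1 in MCF-7 cells, at the lower dose, was at 63.3 ± 11.1 and 60.3 ± 7.89 FPKM. The MDA-MB-231 difference passed at an unadjusted p under 0.05 and not after adjustment over all loci (adjusted p = 0.12, limma). In settings chosen after seeing the data, the adjusted p was 0.035 without the 2 MCF-7 libraries that stand apart and 0.014 with a batch term for them.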

Interestingly, AnAc downregulated miR-3614 and upregulated *ZFP36L1* transcript expression in MDA-MB-231 cells, suggesting an inverse correlation. *ZFP36L1* has been identified as a cancer gene due to mutations in breast cancer and acts in a recessive manner [172]. ZFP36L1 is a member of the TTP family of tandem zinc finger proteins that bind AU-rich elements (AURE) in the 3′-end of target gene transcripts and promote target degradation, *e*.*g*. *STARD1* [173], *VEGFA* [174], *NR4A2* [175], *BCL2* [176], *LDLR* [177], *STAT5B* [178], and *CDK6* [179]. Of these genes, only *VEGFA* and *LDLR* were identified as differentially expressed genes in AnAc-treated cells. 

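VEGFA (chromosome 6, 43737921 to 43754224 in hg19), the angiogenic growth factor gene, was at 78.9 ± 1.26 FPKM in control and 109 ± 8.00 FPKM in AnAc-treated MDA-MB-231 cells (mean ± SD, n = 2 each). BCL2 stayed low, 1.83 ± 0.162 and 2.11 ± 0.297 FPKM, and STAR, which encodes STARD1, was under 0.09 FPKM in all 10 libraries and was not tested. limma gave VEGFA 0.46 (SE 0.21, adjusted p = 0.80) and BCL2 0.16 (SE 1.17, adjusted p = 1), the wide SE of BCL2 coming with the 2 MCF-7 libraries in which it is higher. Of the 6 ZFP36L1 targets tested, 5 were above 0 and 1, LDLR, below. LDLR alone was called, over all genes or adjusted over the list alone.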

*LDLR* was downregulated whereas *VEGFA* was upregulated in AnAc-treated MDA-MB-231 cells. 

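The LDL receptor gene LDLR (ENSG00000130164, chromosome 19, 11200094 to 11244496 in hg19) fell in MDA-MB-231 cells from 169.9 ± 6.67 to 67.4 ± 2.88 FPKM (mean ± SD, n = 2 each). Genes of cholesterol synthesis and its control fell with it. HMGCS1, which makes HMG-CoA, fell from 49.5 ± 2.38 to 12.1 ± 1.48 FPKM. The sterol sensor INSIG1 fell from 112 ± 3.20 to 38.9 ± 3.91 FPKM, and the sterol oxidase MSMO1 from 158 ± 15.3 to 67.4 ± 7.29 FPKM. PCSK9, which removes LDLR from the cell surface, fell from 51.1 ± 1.19 to 21.3 ± 1.62 FPKM. MVK and IDI1, 2 enzymes of the mevalonate pathway, also fell. On the log2 scale limma gave LDLR -1.33 (SE 0.10, adjusted p = 0.0015), HMGCS1 -2.00 (SE 0.16, adjusted p = 0.0022), INSIG1 -1.52 (SE 0.14, adjusted p = 0.0038) and MSMO1 -1.23 (SE 0.11, adjusted p = 0.0035). For the others it gave PCSK9 -1.25 (SE 0.14, adjusted p = 0.016), MVK -1.18 (SE 0.14, adjusted p = 0.020) and IDI1 -1.10 (SE 0.13, adjusted p = 0.020). Of a list of 25 cholesterol genes all were below 0, median -0.58, 7 called and 20 adjusted over the list alone (camera adjusted p = 3.5e-37, and 0.0012 with an estimated correlation). In MCF-7 cells 21 of the 25 were below 0, median -0.27. There limma called 0, 12 were lower at an unadjusted p under 0.05 and 6 adjusted over the list alone (camera adjusted p = 5e-20, and 0.0036 with an estimated correlation). LDLR was at 53.1 ± 3.21 and 41.1 ± 1.60 FPKM in these cells. DHCR7, which makes cholesterol from its last precursor, was at 132 ± 8.98 and 97.4 ± 8.61 FPKM, n = 3 each, and the log2 differences were -0.36 and -0.43. The list fell further in MDA-MB-231 than in MCF-7 cells (adjusted p = 6.5e-18, and 0.0035 with an estimated correlation), at different doses, while the difference for LDLR itself was -0.96 (adjusted p = 0.0504). Leaving out 1 library ended the calls of INSIG1 (MDA-MB-231 control replicate 2, adjusted p = 0.064, and AnAc replicate 1, 0.054), MSMO1 (control replicate 2, 0.0504) and PCSK9 (any of the 4 MDA-MB-231 libraries, 0.066 to 0.19). The same holds for MVK (any of the 4 or MCF-7 control replicate 1, 0.053 to 0.22) and IDI1 (any of these 5 but MDA-MB-231 AnAc replicate 2, 0.056 to 0.18). With MDA-MB-231 libraries alone none of the 7 was called, adjusted p = 0.084 (LDLR) to 0.23 (IDI1). None was called with the replicate number as a block either. The paper describes ZFP36L1 as a protein that promotes the decay of LDLR and VEGFA mRNA, and reports LDLR lower and VEGFA higher with AnAc.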

Interestingly, medroxyprogesterone acetate (MPA, a synthetic progestin), but not E_2_, upregulates ZFP36L1 transcription in MCF-7 cells [25].

MetaCore analysis of the AnAc-downregulated miRNAs in MDA-MB-231 cells identified one canonical pathway map: “Development: miRNA-dependent regulation of EMT” and the 10 GO processes in S6A Fig. Network analysis identified two top networks: 1) miR-23b-3p, miR-499, miR-499-3p, miR-499-5p, c-Fos (S6B Fig), and miR-141, miR-141-3p, miR-1247-5p, PPAR-gamma, BMI-1 (S6C Fig).

### miRNAs upregulated by AnAc in MDA-MB-231 cells

Fourteen miRNAs were increased by AnAc-treatment of MDA-MB-231 cells (Table 6). We have described miR-20b-5p and miR-612 upregulation in the context of similar results in AnAc-treated MCF-7 cells (Table 2, Fig 2, S2 Fig). The chromosome location and host gene, if warranted, of each of the AnAc-upregulated miRNAs are identified in Table 6. Interestingly, most of the downregulated miRNAs were intergenic. miR-1298 is in encoded in *HTR2C*, but *HTR2C* was not among the AnAc-regulated genes in MDA-MB-231 cells in GSE78011. 

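HTR2C (chromosome X, 113818551 to 114144624 in hg19), a serotonin receptor gene, was listed at 0.00851 FPKM in 1 MDA-MB-231 control and at 0 in the other control and both AnAc libraries, too low to test. MAST1, a microtubule-associated kinase gene and another host, was at 5.44 ± 1.55 FPKM in control and 8.29 ± 1.18 FPKM with AnAc (mean ± SD, n = 2 each). MLLT3, a subunit of the super elongation complex, was at 10.1 ± 1.43 and 12.6 ± 0.231 FPKM. limma gave MAST1 0.58 (SE 0.28) and MLLT3 0.31 (SE 0.19), adjusted p = 0.85 and 0.97. Of 6 host genes tested, 4 were above 0 and 2 below. limma called 0, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05.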

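EFNB2 (ENSG00000125266, chromosome 13, 107142093 to 107188010 in hg19) encodes a membrane ligand of Eph receptors. It was at 10.2 ± 0.565 FPKM in MDA-MB-231 controls and 7.74 ± 0.455 FPKM with AnAc (mean ± SD, n = 2 each). AKT2, a kinase gene of insulin and growth factor signaling, was at 99.8 ± 3.37 and 77.8 ± 18.3 FPKM. ARID4A, a gene of a retinoblastoma-binding protein, was at 7.22 ± 1.13 and 5.43 ± 0.0463 FPKM. The log2 differences were EFNB2 -0.37 (SE 0.29, adjusted p = 1), AKT2 -0.38 (SE 0.16, adjusted p = 0.71) and ARID4A -0.37 (SE 0.17, adjusted p = 0.78) in limma, and none passed adjustment. Of 17 target genes of increased miRNAs tested, 9 were above 0 and 8 below. limma called 0, over all genes or adjusted over the list alone, and AKT2 alone had an unadjusted p under 0.05.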

An increase in a miRNA would be expected to result in a decrease of its target transcript. miR-20b-5p target EFNB2 (ephrin B2) expression was downregulated in AnAc-treated MDA-MB-231 cells, but none of the validated targets of the upregulated miRNAs (Table 6) were found among the AnAc-downregulated mRNA transcripts identified in RNA seq (GSE78011). Given their roles as ‘tumor suppressor’ miRNAs (see Table 6), the increases in miR-29b, miR-612, and miR-1298 may contribute to the antiproliferative activity of AnAc in MDA-MB-231 cells.

**Table 6:** miRNAs upregulated by AnAc in MDA-MB-231 cells. The genomic location of each miRNA was identified in miRAD http://bmi.ana.med.uni-muenchen.de/miriad/ [34]. Verified targets are those experimentally validated targets of the indicated miRNA as demonstrated by 3’-UTR luciferase reporter assay. Since many publications do not include whether the 5p or 3p arm of the miRNA was studied, if the sequence of the miRNA was provided, it was searched in miRBase.org to identify which arm was used in the target gene 3’-UTR luciferase reporter assay.

miRNA	Role in breast or other cancers	Verified targets
miR-378f	Chr1, intergenic. Downregulated by *E6/E7* silencing in HeLa cells [161].	
miR-1257	Chr20, intergenic. Downregulated in dedifferentiated liposarcoma [162].	
miR-1298-5p	ChrX, host gene HTR2C clustered with miR-764, miR1912, miR1264, miR-1911, and miR-448. Downregulated in neuroglioma [163]. Identified as an inhibitor the growth of KRAS-driven colon cancer cells both *in vitro* and *in vivo* [164].	For 5p: GJA1 [165], PTK2 and LAMB3 [164]
miR-1304-5p	Chr11, intergenic. Downregulated in NSCLC cells [166].	
miR-3116-1	Chr1, host gene PATJ. *no publications in PubMed*	
miR-3139	Chr4, host gene GAB1. *no publications in PubMed*	
miR-3159	Chr11, intergenic. *no publications in PubMed*	
miR-3936	Chr5, intergenic. *no publications in PubMed*	
miR-4473	Chr9, host gene MLLT3. *no publications in PubMed*	
miR-6794-5p	Chr19, host gene MAST1. *no publications in PubMed*	
miR-6873-3p	Chr6, host gene WDR46. *no publications in PubMed*	
miR-7113-5p	Chr11, host gene NDUFS8. *no publications in PubMed*	

MetaCore analysis of these upregulated miRNAs identified “cellular response to inorganic substance” as the top GO process (S7A Fig). MetaCore analysis identified two networks: 1) miR-1257, Bcl-2, PAX6, FOXO3A, and FOXP3; and 2) miR-20b-5p, PPARγ, MDA2, p57, and Sin3A (S7B and S7C Fig).

### qPCR validation of select AnAc-mediated changes in miRNAs

We selected miR-612, increased by AnAc in both MCF-7 and MDA-MB-231 cells (Table 2); miR-20b-3p and miR-29-5p, upregulated by AnAc in MCF-7 and MDA-MB-231, respectively (Table 2), and miR-378g that was downregulated by AnAc in MCF-7 cells for validation. miR-378g was selected because miR-378g targets *VIM* [51] and *VIM* mRNA transcript expression was increased in AnAc-treated MCF-7 cells (GSE78011), suggesting a reciprocal regulation. Cells were grown in hormone-depleted medium for 48 h prior to 6 h treatment with 13.5 or 35 μM AnAc. As anticipated, AnAc increased miR-612 in both cell lines (Fig 3A). Also as anticipated, AnAc increased miR-20b-3p in MCF-7 cells. We did not detect the anticipated decrease in miR-378g in AnAc-treated MCF-7 cells; however, AnAc reduced miR-378g in MDA-MB-231 cells. We did not detect miR-20b-5p in MDA-MB-231 cells (CT values were undetermined). CT values show that miR-20b-3p is the dominant arm of miR-20b expressed in both cell lines (Fig 3B).

**Fig 3:**
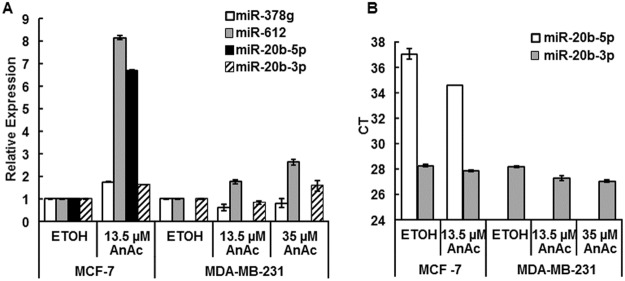
qPCR analysis of select AnAc-regulated miRNA expression. MCF-7 and MDA-MB-231 cells were grown in hormone-depleted medium for 48 h prior to 6 h treatment with 13.5 or 35 μM AnAc. A. qPCR using TaqMan assays for miR-378g, miR-612, miR-20b-5p, and miR-20b-3p was performed using U48 as normalizer. B. CT values for miR-20b-5p and miR-20b-3p expression. miR-20b-5p was not detected in MDA-MB-231 (CT values ‘undetermined). For both A and B: Values are the mean ± SEM of triplicates in one experiment for MCF-7 cells and are the mean ± SEM of two independent experiments for MDA-MB-231 cells.

### Effect of altered miR-612 on cell viability

Since AnAc increased miR-612 in both MCF-7 and MDA-MB-231 cells (Table 2, Fig 2) and miR-612 has reported tumor suppressor activity in HCC [35, 36] and colorectal cancers [37] (Table 4), we examined how altering miR-612 levels affected cell viability of MCF-7 and MDA-MB-231 cells and their responses to AnAc. Alterations in miR-612 levels in each cell line in response to transfection of miR-612 mimic and anti-miR-612 were demonstrated (Fig 4A). As expected, AnAc inhibited cell viability in both cell lines (Fig 4B). Transfection with miR-612 mimic inhibited cell viability in each cell line with a larger effect in MCF-7 than MDA-MB-231 cells. Transfection with a miR-612 inhibitor had no effect in MCF-7 cells, but inhibited the viability of MDA-MB-231 cells ~ 20%. Notably, the miR-612 inhibitor abrogated the anti-proliferative activity of AnAc in MCF-7 cells and reduced AnAc’s anti-proliferative activity in MDA-MB-231 cells. These results are consistent with a model in which the increase in miR-612 in AnAc-treated MCF-7 and MDA-MB-231 cells plays a role in the anti-proliferative activity of AnAc (Fig 4C).

**Fig 4:**
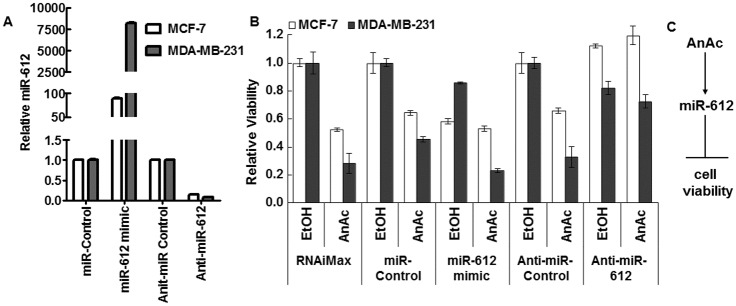
Overexpression of miR-612 inhibits cell viability and inhibition of miR-612 inhibits AnAc’s anti-proliferative activity. MCF-7 and MDA-MB-231 cells were transfected with miR-Control (negative control), miR-612 mimic, anti-miR-Control (negative control), or anti-miR-612 for 24 h prior to 48 h treatment with EtOH (vehicle control) or 13.5 μM (MCF-7) or 35 μM (MDA-MB-231) AnAc. miR-612 expression was measured by qPCR relative to RNU48 in the transfected, untreated cells 72 h after transfection to match the time of the MTT assay (B). Values are the average of triplicate determinations ± SEM in one transfection and are relative to the appropriate transfection control as indicated. Cell viability was evaluated by MTT assay (B). Values for the MTT assay are relative to negative controls and are the avg ± SEM of 2 separate experiments. AnAc is proposed to affect cell viability through miR-612 (C).

### qPCR validation of AnAc-mediated changes in mRNAs targeted by miR-378g

We selected *VIM*, a target of miR-378g downregulated by AnAc in MCF-7 cells, and *ZFP36L*, a target of miR-3614 downregulated by AnAc in MDA-MB-231 cells for validation by qPCR. As anticipated from the decrease in miR-378g in RNA seq data (Table 3), we detected a slight increase in *VIM* transcript expression in MCF-7 as well as an increase in *VIM* in MDA-MB-231 cells (Fig 5). However, because qPCR indicated an increase in miR-378g levels in AnAc-treated MCF-7 cells (Fig 5), it is possible that *VIM* is upregulated by AnAc by mechanisms unrelated to miR-378g. In addition, miRNA and mRNA were extracted at the same time, *i*.*e*., after 6 h of AnAc treatment, and it may be that changes in *VIM* mRNA levels require a longer time to be degraded after miR-378g targeting. Transcript levels of *ZFP36L* were increased in AnAc-treated MDA-MB-231 cells (Fig 5), corresponding with the observed downregulation of miR-3614 (Table 5). These data confirm the reciprocal expression of these mRNA transcripts detected in RNA seq and their target miRNAs in the respective AnAc-treated cell line.

**Fig 5:**
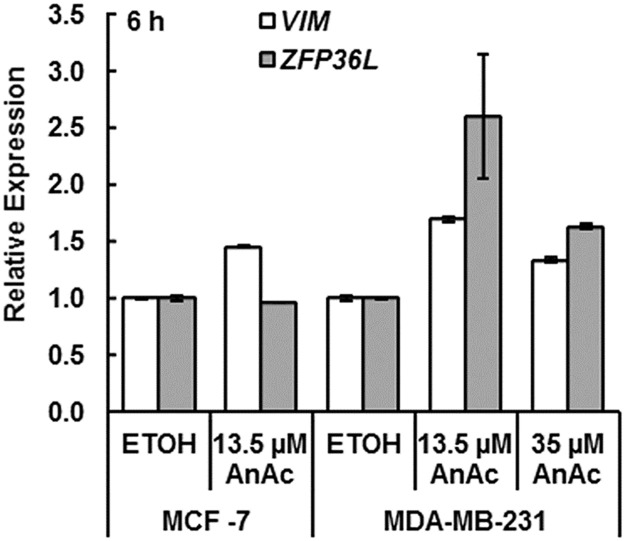
qPCR analysis of mRNA targets of AnAc-downregulated miRNAs. MCF-7 and MDA-MB-231 cells were grown in hormone-depleted medium for 48 h prior to 6 h treatment with 13.5 or 35 μM AnAc. qPCR was performed using GAPDH as normalizer. Values are the mean ± SEM of triplicates in one experiment for MCF-7 cells and are the mean ± SEM of two independent experiments for MDA-MB-231 cells.

### Pathways affected by DEGs and DEmiRs in AnAc-treated MCF-7 cells

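In MCF-7 cells fatty acid synthesis genes were lower with AnAc as a group when compared with all other loci. SCD, the stearoyl-CoA desaturase gene, was at 406 ± 50.1 FPKM in control and 237 ± 53.9 FPKM with AnAc (mean ± SD, n = 3 each). FADS1, another desaturase gene, was at 60.0 ± 10.4 and 41.0 ± 0.631 FPKM, and SREBF1, the transcription factor gene of fat synthesis, at 167 ± 18.0 and 124 ± 15.7 FPKM. PDK4, which restrains pyruvate oxidation, was higher, 1.44 ± 0.421 and 3.10 ± 0.878 FPKM. H1-3, a linker histone gene, was at 0.601 ± 0.162 and 1.66 ± 0.789 FPKM, and the immediate early gene NR4A1 at 13.4 ± 3.22 and 8.48 ± 0.904 FPKM. Before adjustment limma gave SCD -0.80 (SE 0.17), FADS1 -0.53 (SE 0.14), SREBF1 -0.43 (SE 0.12), PDK4 0.88 (SE 0.22), H1-3 0.91 (SE 0.27) and NR4A1 -0.61 (SE 0.18). None passed adjustment over all loci, although SCD did with a batch term for the libraries that stand apart (adjusted p = 0.049), chosen after seeing the data. Of 12 fatty acid synthesis genes 11 were below 0, median -0.30, and limma called 0, with 4 lower at an unadjusted p under 0.05 and 4 adjusted over the list alone. Replication-dependent histone genes had 17 of 23 above 0, median 0.14, PPAR targets and fat oxidation genes 12 of 14, median 0.14, and immediate early genes 20 of 22 below 0, median -0.12. limma called 0 in these lists, and 1 each, H1-3, PDK4 and NR4A1, had an unadjusted p under 0.05, PDK4 also adjusted over the list alone. The camera adjusted p was 3.7e-10 for fatty acid synthesis, 0.015 for histones, 0.0011 for PPAR targets and 0.0059 for immediate early genes. With an estimated correlation it was 0.048, 0.53, 0.42 and 0.097. In fry, which does not compare a list with other loci, immediate early genes passed (adjusted p = 0.016). Fatty acid synthesis (0.085), PPAR targets (0.51) and histones (0.71) did not pass in fry. Leaving out 1 library ended the set call of the histones (control replicate 1, adjusted p = 0.20; control replicate 2, 0.15; AnAc replicate 1, 0.58; AnAc replicate 3, 0.20), as did a filter at 5 FPKM (0.68) and no filter (0.055). Leaving out 1 library also ended that of PPAR targets (unnumbered control, 0.36; AnAc replicates 1 and 2, 0.091 and 0.075) and of immediate early genes (control replicate 1, 0.067; AnAc replicate 1, 0.051). Histone genes were also higher by a median log2 of 0.30 in the 2 libraries that stand apart, and most histone mRNAs have no poly(A) tail. Of all loci only RNA5SP101, a 5S rRNA pseudogene, was called (adjusted p = 3.4e-06 in limma). It was listed at 0 in the 3 controls and at 16.0, 12.4 and 13.2 FPKM with AnAc. Controls at 0 add no spread to the pooled SE, so this p can be too small. Reads from other 5S copies are not told apart with certainty. The AnAc values fall as relative depth rises (0.763, 0.973 and 0.946 for replicates 1 to 3). An equal number of reads in each library, however few, would give this, so chance detection is not excluded. At an unadjusted p of 0.05 or less there were 167 higher and 157 lower loci. The count of 1 was 3 without control replicate 1, control replicate 2 or AnAc replicate 3, 6 without the unnumbered control, 5 without AnAc replicate 1, 7 without AnAc replicate 2 and 2 without either AnAc library of MDA-MB-231.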

MetaCore analysis of DEGs from both mRNA and miRNA data sets of AnAc-treated MCF-7 cells identified NETosis in SLE as the top pathway. The release of neutrophil extracellular traps (NETs) by dying cells (NETosis) was first described as the release of nuclear chromatin, nuclear histones and many granular antimicrobial proteins from neutrophils as one of the first lines of defense against pathogens (reviewed in [180]). 

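RBBP7, a histone-binding subunit of deacetylase complexes, was the 1 gene of chromatin silencing with an unadjusted p under 0.05 in MCF-7 cells. It was at 208 ± 16.6 FPKM in control and 247 ± 5.71 FPKM with AnAc (mean ± SD, n = 3 each; 0.25, SE 0.10). Of 24 such genes tested 15 were above 0, and of 9 histone variant genes 6. limma called 0 of either list, also adjusted over the list alone (camera adjusted p = 0.45 and 0.75, the latter 0.032 without the unnumbered control). CDIP1, a proapoptotic gene, was at 1.27 ± 0.583 and 0.615 ± 0.0664 FPKM, and GTF2B, the gene of transcription factor IIB, at 14.5 ± 0.522 and 15.5 ± 0.956 FPKM. The transcription factor gene EGR1 was at 17.4 ± 5.73 and 13.2 ± 4.83 FPKM. UCHL1, a ubiquitin hydrolase gene below the filter, read 0.464 to 0.536 FPKM in controls and 0.679 to 0.948 FPKM with AnAc, while PDE6G, APOBEC3H, PRUNE2 and PROC were also too low to test. Of 5 tested genes in the networks 2 were above 0 and 3 below (log2 CDIP1 -0.62, GTF2B 0.09, EGR1 -0.39). Over all genes limma called 0, and PDK4 and CDIP1 adjusted over the list alone, which is not independent evidence because the networks were drawn from these samples.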

The top GO processes were chromatin silencing, negative regulation of gene expression (epigenetic, nucleosome assembly, chromatin assembly, and nucleosome organization. The three gene networks identified were 1): PDEGF PDE6G, APOBEC3H, GGTF II beta, CDIP, p53; 2) miR-499, BMCC1, Histone H1, miR-20b, miR-23b; 3) UCHL1, Protein C, PDK4, EGR1, miR-1298 5p. Network #2 processes include anoikis, negative regulation of fat cell proliferation, regulation of DNA metabolic processes, which reflect the antiproliferative, pro-apoptotic, and NRAM activity of AnAc detected previously in MCF-7 cells [13].

### Pathways affected by DEGs and DEmiRs in AnAc-treated MDA-MB-231 cells

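CSF2 encodes GM-CSF, whose receptor shares a subunit with that of IL-3, and was at 8.38 ± 0.144 FPKM in MDA-MB-231 controls and 19.8 ± 6.80 FPKM with AnAc (mean ± SD, n = 2 each). The chemokine gene CXCL2 was at 5.19 ± 0.650 and 11.0 ± 5.27 FPKM, and the cytokine gene IL11 at 55.9 ± 3.73 and 26.7 ± 4.36 FPKM. The phosphatase genes DUSP1 and DUSP5, which limit MAP kinases, were at 37.5 ± 1.98 and 63.5 ± 8.30 FPKM and at 78.0 ± 3.69 and 154 ± 18.1 FPKM. None passed adjustment over all loci in limma: CSF2 1.15 (SE 0.22, adjusted p = 0.14), CXCL2 0.94 (SE 0.30, adjusted p = 0.50) and IL11 -1.06 (SE 0.22, adjusted p = 0.19). The phosphatase genes gave DUSP1 0.75 (SE 0.15, adjusted p = 0.15) and DUSP5 0.97 (SE 0.28, adjusted p = 0.39). CSF2 was called without MDA-MB-231 AnAc replicate 1 (adjusted p = 0.039), and DUSP1 and DUSP5 without both MCF-7 libraries that stand apart (0.044 and 0.034), a setting chosen after seeing the data. Of 17 NF-κB target and cytokine genes 15 were above 0, median 0.32. Of these limma called 0, 5 were higher and 1 lower at an unadjusted p under 0.05, and 1 higher and 1 lower adjusted over the list alone. Of 22 immediate early genes 16 were above 0, median 0.31. limma called 0, 8 were higher at an unadjusted p under 0.05 and 4 adjusted over the list alone. The camera adjusted p was 0.0011 for NF-κB targets and 3.8e-05 for immediate early genes, and 0.51 and 0.036 with an estimated correlation. The call of the NF-κB targets was lost with a pseudocount of 0.1 (adjusted p = 0.052) or a filter at 5 FPKM (0.066). For immediate early genes the responses of the lines differed (adjusted p = 2.9e-08, and 0.0061 with an estimated correlation).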

MetaCore analysis of DEGs from both mRNA and miRNA data sets of AnAc-treated MDA-MB-231 cells identified “Immune response, IL-3 signaling via JAK/STAT, p38, JNK, and NFkB” as the top pathway. 

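PLIN2 (ENSG00000147872, chromosome 9, 19108373 to 19149288 in hg19), which coats lipid droplets, rose in MDA-MB-231 cells from 91.6 ± 0.836 to 379.9 ± 10.7 FPKM (mean ± SD, n = 2 each). LIPG, the endothelial lipase gene, fell from 3.98 ± 0.209 to 1.09 ± 0.00341 FPKM. Other PPAR targets were higher without passing adjustment: PDK4 2.42 ± 0.0472 and 9.20 ± 0.174 FPKM and ANGPTL4, a lipase inhibitor gene, 12.5 ± 0.0621 and 43.4 ± 0.834 FPKM. SCD was at 352 ± 7.59 and 201 ± 0.338 FPKM, and LPIN1, a phosphatidate phosphatase gene, at 33.0 ± 2.37 and 12.1 ± 1.53 FPKM. limma gave PLIN2 2.04 (SE 0.24, adjusted p = 0.016), LIPG -1.49 (SE 0.22, adjusted p = 0.048) and PDK4 1.73 (SE 0.27, adjusted p = 0.057). The others were ANGPTL4 1.75 (SE 0.54, adjusted p = 0.46), SCD -0.81 (SE 0.21, adjusted p = 0.32) and LPIN1 -1.41 (SE 0.24, adjusted p = 0.097). PLIN2 lost its call without any 1 of the 4 MDA-MB-231 libraries (adjusted p = 0.14 to 0.19), and LIPG without any 1 library but the unnumbered control (0.067 to 0.36). Without MCF-7 AnAc replicate 3, PDK4 and LPIN1 were called (adjusted p = 0.028 and 0.013). Without both MCF-7 libraries that stand apart, chosen after seeing the data, PDK4, ANGPTL4, SCD and LPIN1 were called (adjusted p = 0.011, 0.0022, 0.0070 and 0.0074). Of 14 PPAR targets and fat oxidation genes 13 were above 0, with 1 called, PLIN2, and 4 adjusted over the list alone (camera adjusted p = 1.8e-05, and 0.29 with an estimated correlation). Of 12 fatty acid synthesis genes 11 were below 0, median -0.36. limma called 0, with 6 lower at an unadjusted p under 0.05 and 3 adjusted over the list alone (camera adjusted p = 1e-06, and 0.097 with an estimated correlation).

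**Figure D2:**
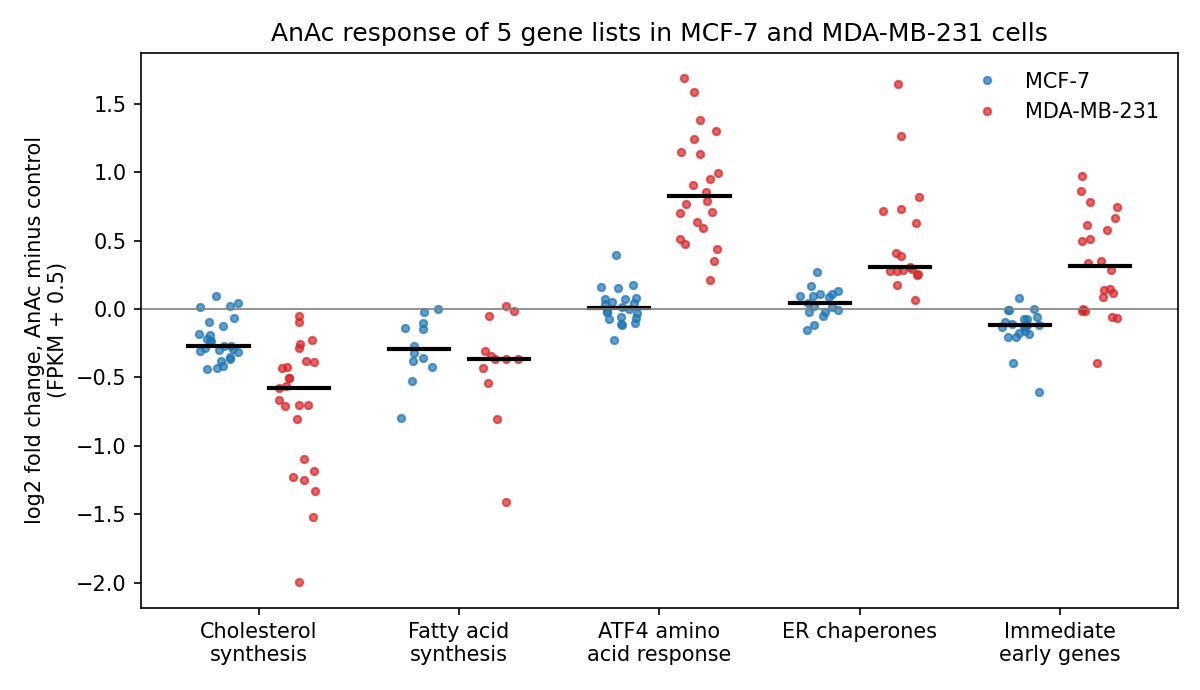
Log2 differences between AnAc and control for the genes of 5 lists in MCF-7 (blue) and MDA-MB-231 cells (red). Points are genes and bars are medians.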

The top GO processes were “Positive regulation of biological process; cellular response to oxygen-containing compound, positive regulation of cellular process, response to oxygen-containing compound, regulation of developmental process, and response to lipid”. 

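MYC was at 89.7 ± 1.17 FPKM in MDA-MB-231 controls and 163 ± 0.786 FPKM with AnAc (mean ± SD, n = 2 each). PIK3R3, the gene of a regulatory subunit of class IA PI3K, was at 3.31 ± 0.133 and 1.83 ± 0.0738 FPKM, and the Wnt receptor gene FZD8 at 5.21 ± 0.247 and 7.34 ± 0.322 FPKM. limma gave MYC 0.86 (SE 0.52, adjusted p = 0.96), PIK3R3 -0.70 (SE 0.15, adjusted p = 0.22) and FZD8 0.46 (SE 0.21, adjusted p = 0.81). The SE of MYC rests on MCF-7 cells, where MYC read 44.6 and 42.1 FPKM in the 2 libraries that stand apart and 15.0 to 19.2 FPKM in the other 4. In settings chosen after seeing the data the adjusted p without those 2 was 0.013 for MYC and 0.028 for PIK3R3, and with a batch term 0.0058 and 0.032. Of 21 genes of Axin, Frizzled, Wnt, PI3K subunits and MYC tested, 17 were below 0 and 4 above. limma called 0, and PIK3R3 alone was lower at an unadjusted p under 0.05 and adjusted over the list alone (camera adjusted p = 0.041, and 0.32 with an estimated correlation). The set call held in 8 of 23 other settings, and among those that lost it were fits without MCF-7 control replicate 1 or 2 (adjusted p = 0.054 and 0.051), MDA-MB-231 control replicate 1 or 2 (0.058 and 0.12) or AnAc replicate 2 (0.34). The genes follow a network drawn from these samples, so the counts are not independent evidence.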

The three gene networks identified were Network #1: Axin, Frizzled, cMyc, WNT, PI3K reg classIA: canonical Wnt signaling pathway, beta-catenin destruction complex disassembly, regulation of cell proliferation, cell surface receptor signaling pathway involved in cell-cell signaling, cell-cell signaling by wnt. 

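CEBPB (ENSG00000172216, chromosome 20, 48807367 to 48809205 in hg19), the transcription factor gene, rose in MDA-MB-231 cells from 22.3 ± 0.262 to 53.4 ± 1.17 FPKM (mean ± SD, n = 2 each). NGF, the nerve growth factor gene, was at 10.7 ± 0.0889 and 14.1 ± 0.224 FPKM. SOS2, an activator of RAS, was at 9.58 ± 0.243 and 13.3 ± 2.23 FPKM, and HRAS at 193 ± 33.0 and 132 ± 8.77 FPKM. limma gave CEBPB 1.25 (SE 0.11, adjusted p = 0.0035), NGF 0.38 (SE 0.15, adjusted p = 0.68), SOS2 0.45 (SE 0.15, adjusted p = 0.54) and HRAS -0.54 (SE 0.22, adjusted p = 0.70). CEBPB lost its call with MDA-MB-231 libraries alone (adjusted p = 0.059) and without MDA-MB-231 control replicate 2 (adjusted p = 0.053). It also lost its call with the replicate number as a block. Of the 6 genes tested 4 were above 0 and 2 below, 1 called and 2 higher adjusted over the list alone (camera adjusted p = 0.081, and 0.018 as higher with a filter at 5 FPKM). The network was drawn from these samples, so this is not independent evidence.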

Network #2: C/EBPbeta, SOS, NGFR, H-Ras, NGF: positive regulation of cellular metabolic process, positive regulation of MAPK cascade, positive regulation of metabolic process, positive regulation of macromolecule metabolic process, and positive regulation of intracellular signal transduction. 

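PNRC1, a nuclear receptor coactivator gene, was at 33.2 ± 2.18 FPKM in MDA-MB-231 controls and 52.5 ± 2.24 FPKM with AnAc (mean ± SD, n = 2 each). LRATD2, the current symbol of FAM84B and BCMP101, was at 13.8 ± 0.722 and 27.9 ± 3.02 FPKM. The epithelial keratin gene KRT80 was at 29.0 ± 1.25 and 19.7 ± 0.0572 FPKM, and HEXIM1, an inhibitor of the elongation factor P-TEFb, at 22.8 ± 0.577 and 17.9 ± 1.35 FPKM. GALNT4 shares 1 locus with POC1B in the file, at 27.0 ± 0.793 and 31.2 ± 2.00 FPKM. limma called none of them: PNRC1 0.65 (SE 0.10, adjusted p = 0.056), LRATD2 0.99 (SE 0.28, adjusted p = 0.39), KRT80 -0.55 (SE 0.40, adjusted p = 1), HEXIM1 -0.34 (SE 0.23, adjusted p = 1.0) and POC1B 0.20 (SE 0.12, adjusted p = 0.94). With all loci tested, without the FPKM filter, PNRC1 was called (adjusted p = 0.031). PNRC1 and LRATD2 were called without both MCF-7 libraries that stand apart (adjusted p = 0.037 and 0.022), a setting chosen after seeing the data. KRT80 was called in 1 of 13 settings other than leaving out 1 library (adjusted p = 0.032 in limma). PNRC1 and LRATD2 passed adjusted over the list alone, which is not independent evidence because the network was drawn from these samples. Ribosomal protein genes were above 0 in 56 of 76, median 0.03 (camera adjusted p = 0.73); limma called 0, and 0 had an unadjusted p under 0.05. As a set they were called higher without MDA-MB-231 AnAc replicate 1 (adjusted p = 0.00045) and lower without AnAc replicate 2 (0.022).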

Network #3: GALNT4, Keratin80, BCMP101, HEXIM1, PNRC1: translational elongation, translation, amide biosynthetic process, peptide biosynthetic process, peptide metabolic process.

### Conclusions

In summary, we describe the first comprehensive assessment of miRNA expression in response to anacardic acid in ERα+, luminal A MCF-7 and MDA-MB-231 TNBC breast cancer cells. The pathways modulated by these miRNAs suggest that key nodal molecules, *e*.*g*., Cyclin D1, SMAD, SP1, MYC, c-FOS, PPARγ, BCL2, FOXO3A, MDA2, and SIN3, are targets of AnAc activity. In agreement with the pathway analysis, we previously reported that AnAc reduced *CCND1* transcript expression in MCF-7 and MDA-MB-231 cells [13]. The roles of the other proteins and pathways in AnAc responses remains to be investigated.

## Supporting information

S1 Fig Heat map of miRNAs significantly altered in AnAc-treated MCF-7 cells. miRNAs significantly affected by AnAc were analyzed using Partek Genomic Suite^™^ to generate the heat map.
(TIF)

S2 Fig Heat map of miRNAs significantly altered in AnAc-treated MDA-MB-231 cells. miRNAs significantly affected by AnAc were analyzed using Partek Genomic Suite^™^ to generate the heat map.
(TIF)

S3 Fig MetaCore analysis of upregulated miRNAs in AnAc-treated MCF-7 and MDA-MB-231 cells. A) Gene Ontology (GO) processes. The hatched bars are common whereas orange indicates MCF-7 cells. MetaCore Analyze Networks algorithm identified B) miR-20b-5p, Cyclin D1, DEC1 (Stra13), SMAD4 network: circadian regulation of gene expression (41.2%) negative regulation of nucleobase containing compound metabolic process (82.4%), negative regulation of cellular biosynthetic process (82.4%), rhythmic process (58.8%), negative regulation of nitrogen compound metabolic process (82.4%). C) miR-612, SP1, MyCH, gamma-ENaC, DR5 network: muscle filament sliding (36.4%), actin-myosin filament sliding (36.4%), actin filament-based movement (43.2%), muscle contraction (50.0%), actin-mediated cell contraction (36.4%)
(PPTX)

S4 Fig MetaCore analysis of downregulated miRNAs in AnAc-treated cells. MetaCore Analyze Networks algorithm identified A) miR509: B) miR-584, C/EBPbeta, HOX10A; 3) miR-509, miR-584, MDM2, ERK1/2.
(PPTX)

S5 Fig MetaCore analysis of upregulated miRNAs in AnAc-treated MCF-7 cells. A) Gene Ontology (GO) processes. MetaCore Analyze Networks algorithm identified B) miR 1229 3p, miR 520a 5p, miR 612, miR 4516, miR 562: positive regulation of metabolic process (60.5%), negative regulation of apoptotic process (37.2%), negative regulation of programmed cell death (37.2%), negative regulation of cell death (37.2%), viral process (34.9%); C) miR 20b 5p, miR 663a, miR let 7a 5p, miR 1229 3p, SMAD3: regulation of cell proliferation (65.2%), cellular response to growth factor stimulus (43.5%), response to growth factor (43.5%), positive regulation of macromolecule metabolic process (71.7%), response to lipid (52.2%)
(PPTX)

S6 Fig MetaCore analysis of downregulated miRNAs in AnAc-treated MDA-MB-231 cells. A) Gene Ontology (GO) processes. MetaCore Analyze Networks algorithm identified B) miR-23b-3p, miR-499, miR-499-3p, miR-499-5p, c-Fos: response to drug (37.8%), response to abiotic stimulus (48.9%), response to mechanical stimulus (28.9%), cellular response to hormone stimulus (37.8%), response to inorganic substance (37.8%). C) miR-141, miR-141-3p, miR-1247-5p, PPAR-gamma, BMI-1: positive regulation of transcription from RNA polymerase II promoter (76.6%), regulation of transcription from RNA polymerase II promoter (85.1%), positive regulation of nucleic acid-templated transcription (76.6%), positive regulation of transcription, DNA-templated (76.6%), negative regulation of RNA metabolic process (74.5%).
(PPTX)

S7 Fig MetaCore analysis of upregulated miRNAs in AnAc-treated MDA-MB-231 cells. A) Gene Ontology (GO) processes. MetaCore Analyze Networks algorithm identified B) miR-1257, Bcl-2, PAX6, FOXO3A, and FOXP3; and C) miR-20b-5p, PPARγ, MDA2, p57, Sin3.
(PPTX)

S1 Table miRNAs regulated by AnAc in MCF-7 cells. Cells were grown in phenol red-free IMEM (ThermoFisher) medium containing 5% dextran coated charcoal (DCC)-stripped FBS (hormone-depleted medium) for 48 h prior to treatment with established IC_50_ concentrations of AnAc 24:1n5: 13.5 μM for MCF-7 cells [13] for 6 h and was replicated in three separate experiments. Differentially expressed miRNAs (DEmiRs) were identified for pairwise comparisons (MCF-7 AnAc-treated vs. MCF-7 control using the tuxedo suite of programs including cufflinks and cuffdiff (version 2.2.1) Significant DEmiRs with fold-change and p values are listed. These raw data of our RNA-seq are available at Gene Expression Omnibus (GEO) database: accession number GSE78011.
(XLSX)

S2 Table miRNAs regulated by AnAc in MDA-MB-231 cells. Cells were grown in phenol red-free IMEM (ThermoFisher) medium containing 5% dextran coated charcoal (DCC)-stripped FBS (hormone-depleted medium) for 48 h prior to treatment with established IC_50_ concentrations of AnAc 24:1n5: 35.0 μM for MDA-MB-231 cells [13] for 6 h and was replicated in three separate experiments. Differentially expressed miRNAs (DEmiRs) were identified for pairwise comparisons (MDA-MB-231 AnAc-treated vs. MDA-MB-231 control using the tuxedo suite of programs including cufflinks and cuffdiff (version 2.2.1) Significant DEmiRs with fold-change and p values are listed. These raw data of our RNA-seq are available at Gene Expression Omnibus (GEO) database: accession number GSE78011.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

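RNA from MCF-7 and MDA-MB-231 cells after 6 h of ethanol or AnAc, isolated with an Exiqon miRCURY kit, was measured as mRNA in 10 libraries: MCF-7 control (3), MCF-7 AnAc (3), MDA-MB-231 control (2) and MDA-MB-231 AnAc (2). The FPKM values were made by the authors before deposit: according to the submitters' processing notes, TruSeq stranded mRNA libraries were read as single reads, checked with FastQC 0.10.1, aligned to hg19 with TopHat2 2.0.13 and summarised with Cufflinks 2.2.1, Cuffdiff 2.2.1 and Cuffnorm. Any scaling between libraries by Cuffnorm is already in the values and cannot be told from them. No read counts and no results of the authors' tests are given for the mRNA, so those tests were not repeated, and the paper states no threshold for them. The miRNA, qPCR, transfection and MetaCore results of the paper were not analysed: no values per sample are given for them, and for the miRNAs S1 and S2 Tables hold only the fold changes and p values of those the paper calls.

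Of 56085 loci, 138 without a gene ID (0.0587 to 0.105% of a library's FPKM) were removed, and of 276 that share 134 IDs only the locus with the highest mean was kept for each ID, which left 55805. Of the 56085 loci, 1450 join several IDs. Such a locus was named by its first protein-coding ID, or failing that by the first ID with a symbol, with all symbols listed. Symbols and coordinates came from GENCODE v44lift37 (GRCh37), which covers 51874 loci, and older names in the paper were given their current symbols. FPKM totals ranged from 834663 to 1116246 per library, and 12880 to 13400 loci reached 1 FPKM. No pair of libraries had identical values. Sequencing depth is not given. FPKM of low loci move in steps that shrink with depth, and the steps under 0.3 FPKM give relative depths, against MCF-7 control replicate 1, of 0.993 and 0.871 for control replicate 2 and the unnumbered control, 0.763, 0.973 and 0.946 for AnAc replicates 1 to 3, and for MDA-MB-231 2.07 and 0.883 for the controls and 0.877 and 0.859 for AnAc.

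Loci with at least 1 FPKM in at least 2 libraries (15311) were analysed as log2(FPKM + 0.5) with limma 3.58.1 in R 4.3.3, with 4 group means, a trend of variance on abundance, 6 residual degrees of freedom and 2.473 prior degrees of freedom. The comparisons were AnAc against control in each line and the difference between these responses, 2-sided, with Benjamini-Hochberg adjustment over all loci of a comparison and a threshold of 0.05. No replicate number entered the model, because the labels do not say that equal numbers share a culture. The paper states that the treatment was repeated in separate experiments, but not which libraries share one. A shared effect of an experiment would thus stay in the residual spread of the main fit. The groups, the model, the filter, the alternatives and 42 gene lists were set before the data were examined; the alternatives named as chosen after seeing the data are the exceptions. The 42 lists are the paper's host genes, targets and networks, and lists for cholesterol and fatty acid synthesis, PPAR targets and fat oxidation, the ATF4 response, endoplasmic reticulum chaperones, NRF2 targets, heat shock, metallothioneins, hypoxia, NF-κB targets, immediate early genes, p53 targets, cell cycle phases, YAP and TGFβ targets, estrogen response, luminal and mesenchymal markers, the paper's key nodal molecules, the transcription factors it names, histones, histone variants, chromatin silencing, ribosomal proteins, ribosome biogenesis and mitochondrially encoded genes. Outside the histones, 10 listed names had no match, and 50.7% of the histone names had a value. The 40 lists with at least 5 tested loci were tested with camera of limma at its preset correlation of 0.01, adjusted over 80 tests of list and line. By a rule set with them, the text names the 10 largest changes in each direction among protein-coding or named loci that passed, with a mean of at least 2 FPKM and no overlap between AnAc and control libraries, the 5 largest in each direction between the lines, the genes the paper names at its mRNA claims, and 2 to 4 members of a list with the smallest p. The same list tests were run with a correlation estimated from the residuals, and with fry, which asks if a list moves one way without comparing it with other loci.

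The code was tested on simulated data with 200 changed genes. At log2 differences of 0.5, 1 and 2 it called 10.4%, 52.2% and 83.3% of them in MCF-7 and 4.48%, 32.8% and 78.8% in MDA-MB-231, with 3 and 7 false calls among 15111 unchanged genes. Changes under log2 1 are thus mostly below what these samples can show for a single gene. Larger changes can be missed too. The adjusted p is harder to pass where fewer than 200 genes change, so the real fits may recover less. ANGPTL4, with a log2 difference of 1.75 in MDA-MB-231 cells, was not called.

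Alternatives were pseudocounts of 0.1 and 1, no filter (28898 loci), a filter at 5 FPKM (11448), median centring, quantile normalization, each line on its own, a robust fit without the trend, the replicate number as a block, each of the 10 libraries left out in turn, the unadjusted p and an added limit of log2 1. Of those chosen after seeing the data, 1 kept protein-coding genes only (12227), 1 left out the MCF-7 unnumbered control and AnAc replicate 3, 1 gave these a batch term, and 1 took the unnumbered control as number 3 in the block. To test for RNA of MDA-MB-231 cells in MCF-7 libraries, protein-coding loci with a mean of at least 100 FPKM in MDA-MB-231 and under 1 FPKM in each MCF-7 control were compared with the control mean of MCF-7, in % of the MDA-MB-231 level. A control library was compared with the mean of the other controls. The 6 MCF-7 libraries were also split into 3 and 3 in all 10 ways. Tables and tests outside limma used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures matplotlib 3.10.9.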

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

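The protein-coding restriction and the test of the zeros of short RNAs were chosen after these results were seen. A result is listed here because the AnAc response of a gene passed the test for a difference between the lines, or because a list that the paper does not discuss passed with an estimated correlation.

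The response of 10 loci differed between MDA-MB-231 and MCF-7 cells in limma, at doses that also differ. CEBPB (1.36, adjusted p = 0.019) and GDF15 (1.51, adjusted p = 0.021) were higher and HMGCS1 (-1.73, adjusted p = 0.037) lower in the MDA-MB-231 response. With protein-coding genes only, their adjusted p was 0.058, 0.058 and 0.073. With 1 library left out, CEBPB and GDF15 each kept the call in 4 of 10 fits (adjusted p up to 0.13) and HMGCS1 in 2 of 10 (up to 0.29). The lncRNA ENSG00000254227 (1.96, adjusted p = 0.019) was listed at 0 in the MDA-MB-231 controls and at 1.44 and 1.46 FPKM with AnAc, and kept its call in 5 of these 10 fits (up to 0.088). The other 6 are short RNAs: RNY3P8 (4.86), RNVU1-13 (2.74), RNA5SP101 (-4.84), RNU6-431P (-4.31), snoZ185 (-5.42) and MIR4492 (-5.89), adjusted p = 0.00016 to 0.019. Of these, RNY3P8 kept its call in 5 of the 10 fits (up to 0.11), RNU6-431P in 6 (up to 0.089) and the other 4 in all 10. For MIR4492, snoZ185, RNU6-431P and RNY3P8 the MDA-MB-231 difference alone has the same value, and for RNA5SP101 the MCF-7 difference has it with the sign turned. The other line thus showed no change in them, as a locus without reads would. Their passing does not show that a line with reads fails to respond. Groups at 0 also add no spread to the pooled SE, so the p of such loci can be too small. Where a group reads 0 the size of the difference is set by the pseudocount. With 0.1 and 1 it was -8.19 and -4.92 for MIR4492, 4.88 and 1.94 for RNVU1-13, and 3.96 and 1.29 for ENSG00000254227.

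Of these short RNAs, 5 were listed at 0 in 1 of the MDA-MB-231 groups. RNY3P8 and RNVU1-13 read 0 in both controls and 23.9 and 8.09, and 2.82 and 2.86 FPKM with AnAc, while MIR4492, snoZ185 and RNU6-431P read 18.5 and 45.8, 13.3 and 32.6, and 6.05 and 14.6 FPKM in controls and 0 with AnAc. SNORA33, at 20.7 and 21.2 FPKM in controls, and 2 Y RNA loci, on chromosomes 5 and 6, also read 0 with AnAc. Chance detection of a few reads fits: of 206 short RNAs tested 87.4% were at 0 in at least 1 library, against 6.58% of 12227 protein-coding genes, and of 44 at 0 in 2 of the 4 MDA-MB-231 libraries 43.2% had both zeros in 1 group (exact interval 28.4 to 59.0%), where chance gives 33.3%. In 14 of these 19 both zeros were in AnAc and in 5 in controls, against 16 and 5 of protein-coding genes. The chance share takes the libraries as equally deep, while MDA-MB-231 control replicate 1 has a relative depth of 2.07, so the imbalance was not told apart from depth. A response of these RNAs to AnAc is not excluded for any 1 of them. The paper also made small RNA libraries after these treatments; S2 Table, its list of changed miRNAs in MDA-MB-231 cells, does not hold miR-4492, and gives no values for other short RNAs. MIR4492, snoZ185 and RNU6-431P read lower in control replicate 1 (relative depth 2.07) than in control replicate 2 (0.883). An equal, small number of reads in both would give this. RNY3P8 and SNORA33 do not follow depth in this way. Read counts of both kinds of library would decide.

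Several lists passed in a direction the paper does not discuss. Cholesterol genes had a median log2 difference of -0.27 in MCF-7 and -0.58 in MDA-MB-231 cells, and fatty acid synthesis genes -0.30 in MCF-7. In MDA-MB-231 cells ATF4 targets had a median of 0.82, endoplasmic reticulum chaperones 0.30 and immediate early genes 0.31. All 6 held with an estimated correlation (camera adjusted p = 0.0012 to 0.048). In fry fatty acid synthesis in MCF-7 cells did not pass (adjusted p = 0.085), while the others did (2.9e-05 to 0.0026).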

How the results depend on the processing

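The settings with protein-coding genes only, without the MCF-7 unnumbered control and AnAc replicate 3 (both stand apart), with a batch term for these 2 and with a replicate block that takes the unnumbered control as number 3 were chosen after the results were seen; unless a reason is given, the cause was not tested. In MCF-7 cells 1 gene was called, and 6 with no filter, 7 with the replicate block (1 with that control as number 3), 0 with protein-coding genes only (which do not include RNA5SP101), 7 without both libraries that stand apart, 2 with the batch term, 324 at the unadjusted p and 1 to 7 without 1 library. In MDA-MB-231 cells 34 were called, and 118 with no filter, 19 with the own cell line only, 0 with the replicate block (34 with that control as number 3, 23 of them shared), 117 without both, 165 with the batch term, 1004 at the unadjusted p and 14 to 35 without 1 library; the other settings gave 25 to 36. Of the 117 and 165, 33 and 34 are among the 34. For the difference between the lines 10 were called, and 42 with no filter, 5 with the replicate block (4 with that control as number 3), 0 with protein-coding genes only, 25 without both, 38 with the batch term, 626 at the unadjusted p and 5 to 19 without 1 library. Host genes called lower stayed at 0, and 1 was at the unadjusted p. Of 80 list tests 16 passed, 6 with an estimated correlation, 14 to 21 without 1 library and 11 to 19 otherwise. Where a setting leaves an MDA-MB-231 group with 1 library, that library is assumed to vary like the other groups. The labels do not say that equal replicate numbers share a culture, so no pairing was taken from them. Residuals of numbers 1 and 2 correlate at 0.244 and 0.245 in MCF-7 and at 0.00446 in MDA-MB-231, and unequal numbers 1 and 2 at 0.278 and 0.219 in MCF-7. The unnumbered control is number 3 by its label, not by its column, and correlates at 0.593 with AnAc replicate 3, so with the label's number all 3 MCF-7 pairs are over 0.1 and the MDA-MB-231 pairs are not, and control replicate 1 correlates best with AnAc replicate 2. With that number as block estrogen response (adjusted p = 0.0040), G2 and M phase (0.00066) and ribosomal proteins (0.031) passed in MCF-7 cells and the Wnt list (0.061) did not in MDA-MB-231 cells; with the unnumbered control in a block of its own the first 2 passed (4.8e-05 and 0.00060) and the Wnt list did not (0.072). In the latter block AnAc replicate 3 has no partner either, so the MCF-7 differences rest on replicates 1 and 2. A block uses up degrees of freedom, so a call lost under it need not be a weaker effect, and the cause was not tested. Without 1 library the log2 difference changed sign for TNKS (-0.019 to 0.408), MIR1915HG (-0.107 to 0.034), TOMM40L (-0.256 to 0.050), RIPK4 (-0.299 to 0.077) and TP53 (-0.388 to 0.026), all in MCF-7. Of 101 gene values in the text, 22 of 90 lost a call with the own cell line only, 33 with the replicate block (13 with that control as number 3, with 2 gained, ANGPTL4 and MYC in MDA-MB-231), 6 with a pseudocount of 0.1, 5 with quantile normalization, 4 with median centring and 3 to 20 without 1 library, while 12 gained a call without both libraries that stand apart and 15 with the batch term. Depth limits loci near the filter, where relative depth ranges from 0.763 to 2.07.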

Differences from the paper's values

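The comparison with 2 settings for the libraries that stand apart was chosen after the result was seen.

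The paper gives 550 genes upregulated by AnAc in MDA-MB-231 cells, and here 14 were higher at an adjusted p under 0.05 in limma. Of the alternatives set before the data were examined, only the unadjusted p of 0.05 or less gave a count near that of the paper, 547. The paper states no threshold for the mRNA and does not list the genes, so the near count does not show which threshold it used. Of the genes it names as changed, POLR1F, ZFP36L1 and LDLR passed at the unadjusted p. HMGB1P10, TNKS, MIR1915HG, TOMM40L, RIPK4, VIM, WDR44, VEGFA and EFNB2 did not.

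The paper names 6 host genes of reduced miRNAs as downregulated in MCF-7 cells. Here 0 were called lower, and no alternative gave the paper's count. The unadjusted p gave 1, POLR1F. As a set the 6 passed as lower only without AnAc replicate 1. TNKS had the opposite sign (0.17), and HMGB1P10, MIR1915HG, TOMM40L and RIPK4 were lower in the mean without passing in any setting.

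The paper gives VIM as increased in MCF-7 cells, and VIM passed in no setting. The paper gives WDR44 as downregulated in MDA-MB-231 cells, where it was higher in the mean (0.43) and passed in no setting. ZFP36L1, which the paper gives as upregulated, was higher and passed at the unadjusted p and, in settings chosen after seeing the data, without the 2 MCF-7 libraries that stand apart and with a batch term for them. The paper also reports it as increased in MDA-MB-231 cells by qPCR, which was not analysed here. VEGFA, upregulated in the paper, and EFNB2, downregulated in the paper, had the paper's direction and passed in no setting.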

Other observations

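The tests of a trace of MDA-MB-231 RNA and of the libraries that stand apart were chosen after the patterns were seen. Metallothionein genes were higher in MDA-MB-231 cells with AnAc, 6 of 7 above 0, median log2 difference 0.48; limma called 0, and 3 were higher at an unadjusted p under 0.05 and adjusted over the list alone (camera adjusted p = 0.00012, and 0.062 with an estimated correlation). MT1X, which binds zinc and copper, was at 117 ± 4.25 FPKM in control and 255 ± 45.1 FPKM with AnAc (mean ± SD, n = 2 each; adjusted p = 0.087), and was called without MCF-7 AnAc replicate 2 (adjusted p = 0.039). Genes of the G1 to S transition were lower, 19 of 20 below 0, median -0.23, with 0 called by limma and 2 lower at an unadjusted p under 0.05 (camera adjusted p = 0.0005, and 0.55 with an estimated correlation). CCNE2, the cyclin E2 gene, was at 18.4 ± 0.694 and 11.1 ± 0.0711 FPKM. Of 20 p53 targets 13 were above 0, median 0.12, with GDF15 called (camera adjusted p = 0.073, and 0.040 without the MCF-7 unnumbered control), and BBC3, which encodes the proapoptotic PUMA, was at 5.26 ± 0.599 and 11.5 ± 1.14 FPKM. The lists of p53 targets and of G1 to S genes responded differently in the lines (camera adjusted p = 0.007 and 0.00075), and not with an estimated correlation (0.11 and 0.61). Whether p53 itself acts on these genes here was not tested. The genes of the MCF-7 networks were 4 of 5 above 0 in MDA-MB-231 cells (camera adjusted p = 0.015, and 0.46 with an estimated correlation), a call lost without MDA-MB-231 control replicate 1 (0.060) or AnAc replicate 2 (0.083), with MDA-MB-231 libraries alone (0.052) and with no filter (0.29).

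In MCF-7 cells the estrogen response genes were below 0 in 31 of 38, median -0.07 (camera adjusted p = 0.065), and G2 and M phase genes above 0 in 19 of 20, median 0.12 (camera adjusted p = 0.081). limma called 0 in both, and 0 had an unadjusted p under 0.05. Estrogen response passed without control replicate 1 (camera adjusted p = 0.0040), control replicate 2 (0.011) or AnAc replicate 3 (6.4e-08). G2 and M phase passed without the unnumbered control (1.6e-07) or AnAc replicate 1 or 2 (0.0075 and 0.0015). These fits weight the 2 libraries that stand apart unequally. Both lists were higher in those libraries (median log2 0.64 and 0.61), so the imbalance alone would shift them this way. Each list had the opposite direction in 2 of 23 other settings. Estrogen response also passed with a filter at 5 FPKM (0.020) and quantile normalization (0.039) and, chosen after seeing the data, with protein-coding genes only (0.031). Without both libraries that stand apart and with a batch term for them, also chosen after seeing the data, estrogen response (2.9e-05 and 0.0036) and G2 and M phase (0.00038 and 0.00050) passed as well. Neither held with an estimated correlation (0.90 for both). Ribosomal protein genes (camera adjusted p = 0.28) passed as higher without the unnumbered control, AnAc replicate 1 or AnAc replicate 2 (8.9e-06, 0.0035 and 1.2e-06) and as lower without AnAc replicate 3 (2.5e-08), and as higher with the batch term (0.035). NF-κB targets (0.69) and G1 to S genes (0.73) passed without the unnumbered control (0.0019 and 0.0073), and NF-κB targets as lower without both libraries that stand apart (0.032). Without 1 library the same imbalance can shift these lists and the ribosomal proteins. Their median log2 in the libraries that stand apart was -0.50, 0.37 and 0.48. NRF2 targets, heat shock, hypoxia, YAP and TGFβ targets, ribosome biogenesis, luminal and mesenchymal markers, the paper's key nodal molecules and both lists of transcription factors passed in neither line (camera adjusted p = 0.26 to 0.95), nor did ATF4 targets (0.83), endoplasmic reticulum chaperones (0.28, and 0.032 as higher without both libraries that stand apart), metallothioneins (0.62) or p53 targets (0.29) in MCF-7 cells. Histone variants (0.75) passed in MCF-7 cells only without the unnumbered control (0.032, higher). In MDA-MB-231 cells the histones (0.83), histone variants (0.90), chromatin silencing (0.72), estrogen response (0.44) and G2 and M phase (0.95) did not pass. CCND1, 1 of the paper's key nodal molecules, was at 176 ± 15.3 and 127 ± 11.9 FPKM in MDA-MB-231 cells. Only 4 mitochondrially encoded loci could be tested, too few for a list test. Their highest log2 difference was 11.35 in MCF-7 and 8.18 in MDA-MB-231 cells, against medians of -0.16 and -0.18. limma called 0 of them, and the cause of so large a value was not tested.

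VIM and 23 of 25 other genes abundant in MDA-MB-231 cells read higher in MCF-7 AnAc replicate 1 than the control mean. A trace of MDA-MB-231 RNA in that library fits, with a median share of 0.124% over the 25 genes and 0.118% for VIM. With each library's median share taken off, the log2 difference of VIM was 0.094 (SE 0.159), so an effect of AnAc on VIM cannot be told from these samples. A trace of reads from another library of the same run would look the same, and the labels do not give the runs. The paper reports a slight increase of VIM in MCF-7 cells by qPCR, which was not analysed here.

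The unnumbered MCF-7 control and AnAc replicate 3 stand apart, with 381 genes over log2 1 higher and 279 over log2 1 lower in both than in the other 4. The matrix Gla gene MGP (mean log2 difference 5.11), the neuropeptide Y receptor gene NPY1R (4.88), the interferon-induced IFIT1 (4.78) and MX1 (3.54) and the estrogen target GREB1 (2.47) were higher, and KRT81 (-3.39), MUCL1 (-3.24) and MUC5B (-3.10) lower. Ribosomal protein genes had a median of 0.48 (74 of 76 higher in both), G2 and M phase genes 0.61 (19 of 20), estrogen response genes 0.64 (29 of 38) and NF-κB targets -0.50 (12 of 17 lower in both). A difference in depth does not account for it, at relative depths of 0.871 and 0.946 inside the range of the others (0.763 to 1), nor does admixed MDA-MB-231 RNA, at a median of 0.0352% of the MDA-MB-231 level in the unnumbered control and 0.0398% in AnAc replicate 3 (0.0318 to 0.193% in the other 4). Another passage, culture date or batch was not tested, since the labels give none. Those records would decide.

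The 6 MCF-7 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. A result as large came in 9 of the 10 splits for called genes and in 5 for lists, the real split included. For host genes the real count is 0, which every one of the 10 reaches, so that comparison tells nothing. The 4 splits with both libraries that stand apart on one side gave 2327 to 3577 genes at an unadjusted p of 0.05 or less and 8 or 9 lists. Of the 6 splits that divide these 2 libraries, the real one gave the most lists, 5 against 0 to 4. It did not lead in called genes (1 against 0 to 9) or in genes at the unadjusted p (324 against 247 to 449).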
